# Senescent cells enhance newt limb regeneration by promoting muscle dedifferentiation

**DOI:** 10.1111/acel.13826

**Published:** 2023-04-06

**Authors:** Hannah E. Walters, Konstantin E. Troyanovskiy, Alwin M. Graf, Maximina H. Yun

**Keywords:** cellular senescence, dedifferentiation, ERK, FGF, regeneration, reprogramming, salamander, WNT

## Abstract

Salamanders are able to regenerate their entire limbs throughout lifespan, through a process that involves significant modulation of cellular plasticity. Limb regeneration is accompanied by the endogenous induction of cellular senescence, a state of irreversible cell cycle arrest associated with profound non‐cell‐autonomous consequences. While traditionally associated with detrimental physiological effects, here, we show that senescent cells can enhance newt limb regeneration. Through a lineage tracing approach, we demonstrate that exogenously derived senescent cells promote dedifferentiation of mature muscle tissue to generate regenerative progenitors. In a paradigm of newt myotube dedifferentiation, we uncover that senescent cells promote myotube cell cycle re‐entry and reversal of muscle identity via secreted factors. Transcriptomic profiling and loss of function approaches identify the FGF‐ERK signalling axis as a critical mediator of senescence‐induced muscle dedifferentiation. While chronic senescence constrains muscle regeneration in physiological mammalian contexts, we thus highlight a beneficial role for cellular senescence as an important modulator of dedifferentiation, a key mechanism for regeneration of complex structures.

**Abbreviations**
BMP: bone morphogenetic protein
CM: conditioned media
EdU: 5‐ethynyl‐2’‐deoxyuridine
FCS: fetal calf serum
FGF: fibroblast growth factor
GFP: green fluorescent protein
MCK: muscle‐specific cretine kinase
MT: myotube
MyHC: myosin heavy chain
PRO: proliferating
Rb: retinoblastoma
SA‐β‐gal: senescence‐associated‐β‐galactosidase
SASP: senescence‐associated secretory phenotype
SEN: senescent
YFP: yellow fluorescent protein

## 1 INTRODUCTION

Cellular senescence is a highly dynamic, irreversible cell cycle arrest fate induced in response to the detection of potentially genotoxic stress (Campisi, 2013). Upon senescence induction, cells permanently exit the cell cycle, yet remain viable and metabolically active, exerting a strong influence over their microenvironment, most notably through the development of the senescence‐associated secretory phenotype (‘SASP’ [Acosta et al., 2008; Coppé et al., 2008; Kuilman et al., 2008]). Diverse physiological events can result in senescence induction, including oncogenic transformation, developmental cues organismal ageing and tissue injury. Nevertheless, key features of senescence including lysosomal dysfunction, resistance to apoptosis and acquisition of a secretory phenotype are largely conserved across physiological contexts and between species (Yun et al., 2015; Zhao et al., 2018).

Paradoxically, senescence induction can have beneficial or detrimental consequences in different contexts, depending on the nature of the senescence phenotype and the dynamics of senescent cell clearance (Walters & Yun, 2020). Cell senescence can drive tumour growth and age‐related disease progression (Baker et al., 2016; Bussian et al., 2018; Childs et al., 2016; Jeon et al., 2017), yet it can also promote wound healing (Demaria et al., 2014; Jun & Lau, 2010), limit fibrosis (Kong et al., 2012; Krizhanovsky et al., 2008; Meyer et al., 2016) and coordinate organogenesis (Davaapil et al., 2016; Muñoz‐Espín et al., 2013; Storer et al., 2013). Interestingly, senescence can impact two types of cellular plasticity of relevance to tissue renewal, namely reprogramming to pluripotency and stemness. Initially described as a cell‐autonomous barrier to in vitro reprogramming (Banito et al., 2009), senescent cells can enhance this process in reprogrammable i4F mice by creating a tissue environment favourable to OSKM‐mediated reprogramming via secreted factors (Mosteiro et al., 2016, 2018). Indeed, in the context of muscle regeneration, where a transient induction of senescence has been observed (Le Roux et al., 2015), additional senescent cells derived from irradiation or ageing enhance reprogramming in an i4F background (Chiche et al., 2017). Beyond reprogramming, transient exposure to oncogene‐induced SASP fosters stemness in the mammalian liver and hair follicles, though extended exposure instead promotes paracrine senescence induction, limiting tissue renewal (Ritschka et al., 2017). Further, acquisition of stem cell features by senescent cells themselves has been reported in cancer contexts and proposed to drive tissue growth (Milanovic et al., 2018). These findings suggest that cell senescence could contribute to physiological regenerative processes, and that it may modulate other types of cellular plasticity.

Dedifferentiation, a process whereby terminally differentiated cells revert to a less differentiated state within their lineage, is central to the extensive regenerative abilities found in vertebrates such as salamanders and zebrafish (Cox et al., 2019; Gerber et al., 2018; Joven et al., 2019). Numerous cell types rely on dedifferentiation for the generation of regenerative progenitors in these organisms, with axolotl connective tissue (Gerber et al., 2018) and newt muscle (Wang & Simon, 2016) constituting noteworthy examples. In adult newts, limb loss triggers the formation of a blastema, a pool of lineage‐restricted progenitors derived from both local stem cell activation and dedifferentiation events in mature cells from the stump, which undergoes expansion, re‐differentiation and patterning to form a functional limb (Joven et al., 2019). Notably, blastema formation is accompanied by the endogenous induction of senescent cells, which are present until the onset of differentiation and are subsequently cleared by a macrophage‐dependent mechanism (Yun et al., 2015). Induction of senescence has subsequently been observed during zebrafish fin regeneration, where senolytic treatment slows regenerative outgrowth (Da Silva‐Álvarez et al., 2020). These observations raise the possibility that cell senescence acts as a modulator of dedifferentiation, a key mechanism of appendage regeneration.

## 2 RESULTS

### 2.1 Implanted senescent cells accelerate blastema formation and promote myofibre dedifferentiation in vivo

During salamander limb regeneration, a robust and dynamic induction of endogenous cellular senescence occurs within the regenerating blastema and stump tissue. To investigate whether and how cellular senescence impacts on regenerative processes, we leveraged a system of exogenous senescent cell induction and implantation into *Notophthalmus viridescens* newt tissues (Yun et al., 2015). Limb mesenchyme‐derived *N. viridescens* A1 cells were induced to undergo senescence upon DNA damage, which results in a phenotype that recapitulates many aspects of mammalian senescence including permanent cell cycle arrest, senescence‐associated‐β‐galactosidase (SA‐β‐gal) activity, and SASP acquisition (Yun et al., 2015). Senescent or proliferating A1 cells were implanted into contralateral mature limb tissue of post‐metamorphic newts, and the limbs subsequently amputated through the site of implantation to ensure implanted cells were present at the distal end of the remaining stump tissue (Figure 1a), the source of regenerative progenitors (Currie et al., 2016). Following amputation, limbs in which control proliferating cells were implanted reached a mid‐bud blastema stage at 3 weeks post‐amputation (Figure 1b). Strikingly, limbs in which senescent cells were implanted exhibited significantly larger blastema outgrowth, reaching a late‐bud stage within the same period (Figure 1b–d), suggesting that exogenously derived senescent cells enhance blastema formation.

**FIGURE 1:**
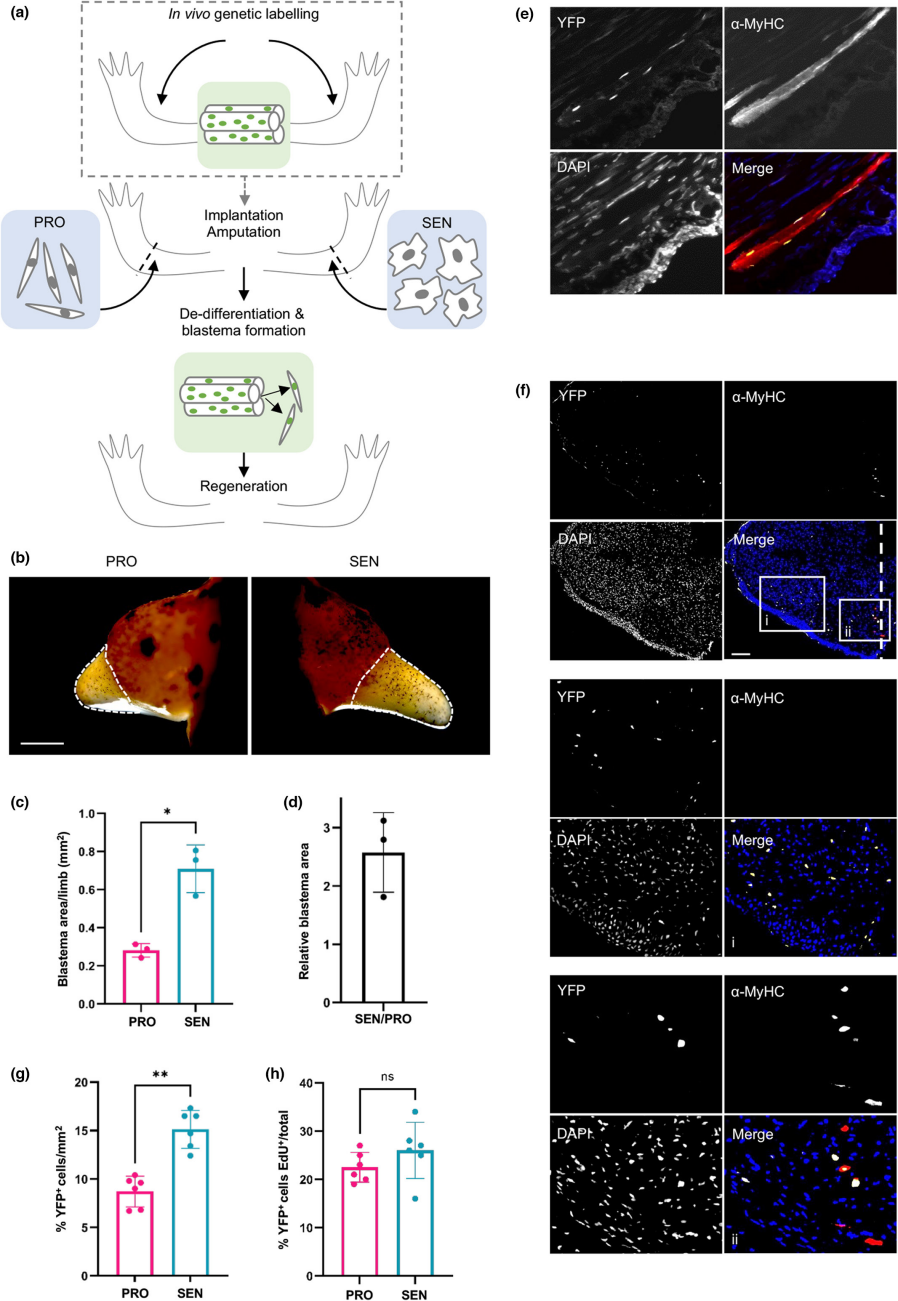
Senescent cells accelerate blastema formation and promote myofibre dedifferentiation in vivo. (a) Experimental schematic depicting fate‐tracing and implantation approaches. (b–i) Senescent (‘SEN’) and control proliferating (‘PRO’) cells were generated in vitro and implanted into contralateral newt forelimbs, before amputation through the site of implantation. (b) Representative images of regenerating limbs at 18 days post‐amputation (dpa). (*n* = 3). Scale bar 1000 μm. Blastema area is depicted by dashed lines. (c) Quantification of blastema area relative to limb width corresponding to (b). (*p < 0.05, paired Student's *t* test, *n* = 3). (d) Ratio of relative blastema area from (c) for the indicated conditions. (e–h) Effect of senescent cells on myofibre dedifferentiation. Myofibres were genetically labelled— (a), dashed square—prior to cell implantation and limb amputation. (e) Representative image of nucYFP‐expressing nuclei within myofibres of the mature limb pre‐amputation, as detected by α‐GFP (yellow) and α‐MyHC antibodies (red); nuclear counter‐staining shown in blue. (f) Representative image of an 18dpa blastema, illustrating dedifferentiating nucYFP^+^/MyHC^+^ muscle fibres at the stump (ii) and their dedifferentiated, YFP^+^/MyHC^−^ mononucleate progeny (i). Scale bar 300 μm. (g) Quantification of muscle‐derived dedifferentiated progenitor cells (YFP^+^/MyHC^−^) in regenerating tissue at 18dpa, after implantation of senescent or proliferating cells. (h) Proliferation index of YFP^+^ cells in the regenerating limb for each condition as assessed by the proportion of YFP^+^ nuclei showing EdU incorporation. (g, h: **p < 0.01, n.s. non‐significant, paired student *t* test, *n* = 6).

Given the importance of dedifferentiation for blastema formation, we hypothesised that senescent cells could serve as a temporary niche for promoting dedifferentiation events, which could thus facilitate quicker blastema outgrowth. We tested this notion on the tractable system of muscle, a tissue known to regenerate via dedifferentiation of post‐mitotic myofibres in adult newts (Sandoval‐Guzmán et al., 2014; Tanaka et al., 1997). Upon amputation, myofibres undergo partial loss of muscle identity, cell cycle re‐entry and fragmentation, generating mononucleate progenitors which proliferate, re‐differentiate and fuse to form new myofibres (Wang & Simon, 2016). These progenitors can be identified through a well‐established fate‐tracing approach (Wang et al., 2015), where expression of a Cre recombinase under the control of a muscle‐specific creatine kinase (MCK) promoter elicits nuclear YFP labelling of post‐mitotic myofibre nuclei (Figure S1A). Through this approach, we genetically labelled muscle fibres in newt limbs to enable subsequent tracing of myogenic progenitors during regeneration, and repeated our implantation and amputation experiment (Figure 1a, Figure S1A).

Histological analysis showed successful labelling of mature limb myofibres as indicated by the expression of differentiation marker MyHC—Myosin Heavy Chain—(YFP^+^/MyHC^+^, Figure 1e, Figure S1B,C) and the appearance of YFP^+^/MyHC^−^ mononucleate progenitor cells in the corresponding blastema mesenchyme (Figure 1f), which dynamically lose expression of muscle‐specific genes such as myosin heavy chain (Figure 1f i and ii), reflecting dedifferentiation as previously demonstrated (Wang et al., 2015). Remarkably, senescent cell implantation led to a significant expansion of the pool of dedifferentiated YFP^+^/MyHC^−^ progenitor cells in the regenerating tissue (Figure 1g, Figure S1D). Additionally, following the completion of regeneration, limbs in which senescent cells were implanted prior to amputation showed a significantly larger population of YFP^+^ nuclei within regenerated muscle fibres (MyHC^+^), consistent with enhanced initial dedifferentiation and subsequent redifferentiation towards muscle identity (Figure S1E,F).

The proportion of YFP^+^ cells incorporating EdU (injected at 14 dpa) within the blastema mesenchyme, constituting dedifferentiated muscle progenitors, was not significantly altered (Figure 1h). These observations suggest that the senescence‐dependent increase in dedifferentiated muscle progenitors is not driven by an enhancement of their proliferation capacity, but likely by the promotion of muscle dedifferentiation.

Together, these data suggest that the implantation of additional senescent cells during regeneration enhances muscle dedifferentiation, which may contribute to the observed acceleration of regeneration processes.

### 2.2 Senescent cells promote dedifferentiation of newt myotubes through a paracrine mechanism

To more closely analyse the impact of senescent cells on muscle dedifferentiation, we employed an established newt myotube dedifferentiation paradigm. This system exploits the myogenic potential of the *N. viridescens* A1 cell line (Ferretti & Brockes, 1988), in which serum deprivation promotes cell cycle withdrawal and formation of multinucleate myotubes, which express muscle‐related genes including myosin heavy chain (MyHC), enabling their detection by immunostaining. Subsequently, certain culture conditions permit the analysis of dedifferentiation processes, including loss of differentiated cell identity, cell cycle re‐entry from a terminally differentiated state and myotube fragmentation (Tanaka et al., 1997, 1999; Yun et al., 2013, 2014). Indeed, unlike terminally differentiated mammalian myotubes in which incorporated nuclei permanently exit the cell cycle, nuclei within newt myotubes retain the ability to respond to certain stimuli, and these dedifferentiation responses can be revealed by nucleotide analogue incorporation, highlighting nuclei traversing S‐phase during dedifferentiation (Yun et al., 2014).

The capacity of A1 myotubes to dedifferentiate has been thoroughly demonstrated in vivo, where following injection with lineage tracers, implantation of purified myotubes into regenerating blastemas results in increasing populations of labelled mononucleate cells which undergo cell cycle re‐entry subsequently found over time. These data indicate that implanted myotubes undergo dedifferentiation and generation of regenerative progenitors (Kumar et al., 2000; Lo et al., 1993). Thus, the A1 myotube paradigm faithfully recapitulates the muscle dedifferentiation events that occur during newt limb regeneration.

We first analysed whether senescence was itself induced during myotube dedifferentiation, as senescence induction can occur in response to cell fusion events, such as those elicited by viruses (Chuprin et al., 2013). To this end, we induced myotube formation through serum starvation (0.25% FCS), then elicited myotube dedifferentiation by re‐exposure to 10% serum media and analysed senescence induction based on SA‐β‐gal activity (Figure S2). In contrast to control senescent cells, negligible SA‐β‐gal staining was observed in differentiated or dedifferentiated myotubes (Figure S2) where myotubes were revealed by α‐MyHC immunostaining, and dedifferentiation was identified by MyHC^+^ myotubes exhibiting EdU incorporation (i.e., cell cycle re‐entry), suggesting that senescence is not induced upon myogenic differentiation or dedifferentiation.

Next, we investigated whether senescent cells could contribute to myotube differentiation in a cell‐autonomous manner, in two independent set‐ups (Figure S3). Firstly, proliferating or senescent cells were seeded at high confluence and treated with differentiation media (0.25% FCS). Secondly, proliferating A1 cells were seeded into co‐culture with senescent or control proliferating A1nGFP cells (constitutively expressing nuclear GFP [Yun et al., 2015]) under differentiation conditions. In both experimental set‐ups, following 5‐day exposure to differentiation media, we observed negligible formation of or contribution to myotubes from senescent cells (Figure S3), demonstrating that senescence induction constitutes a cell‐autonomous barrier to differentiation in this context.

To test whether senescent cells promote myotube dedifferentiation, as suggested by our in vivo data (Figure 1), we generated myotubes in vitro, and co‐cultured them with proliferating or senescent A1 cells. Subsequently, we quantified the proportion of myotube nuclei (MyHC^+^) undergoing cell cycle re‐entry (EdU^+^) after 72 h, as a quantifiable readout of dedifferentiation (Figure 2a). Importantly, co‐culture with senescent cells resulted in an increase in myotube cell cycle re‐entry compared to fresh media alone (Figure 2b,c), and a significant increase in cell cycle re‐entry between proliferating and senescent cell co‐culture under low serum conditions (0.25% FCS), suggesting that senescent cells can directly promote myotube dedifferentiation.

**FIGURE 2:**
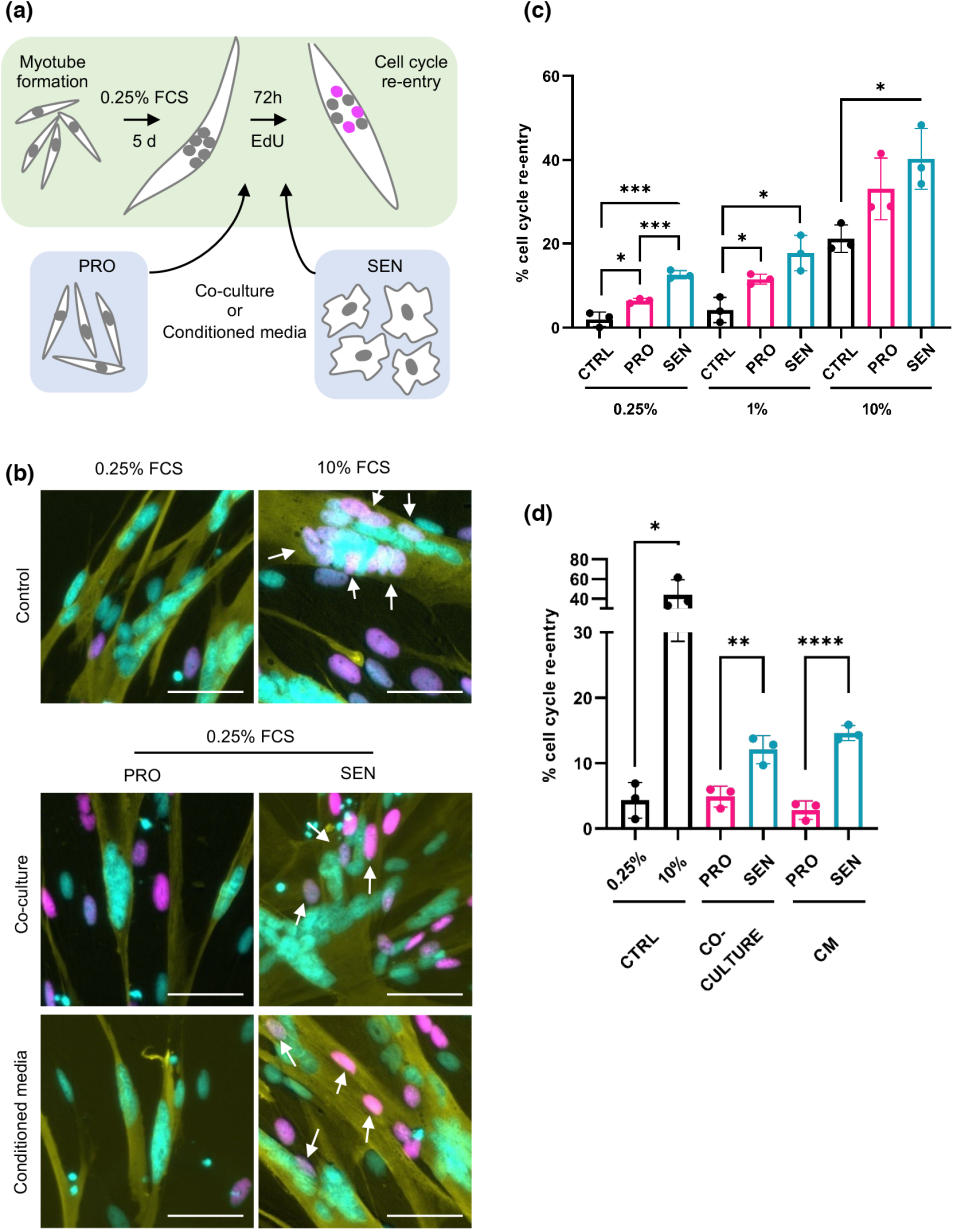
Senescent cells promote dedifferentiation of newt myotubes through a paracrine mechanism. (a) Schematic representation of the experimental set‐up. (b) Representative images of myotubes following immunostaining against MyHC (yellow), EdU (magenta) and Hoechst (cyan) labelling. White arrows indicate EdU^+^ nuclei within myotubes. (c) Quantification of the proportion of myotube nuclei undergoing cell cycle re‐entry for the indicated conditions, 72 h post‐treatment. PRO and SEN indicate co‐culture with the respective cell populations. (d) Quantification of the proportion of myotube nuclei undergoing cell cycle re‐entry for the indicated conditions, 72 h post‐treatment. Myotubes were co‐cultured or treated with conditioned media derived from the indicated populations. Two‐tailed unpaired student's *t* tests were used to compare data sets (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

We next asked whether the viability of senescent cells is important for the observed cell cycle re‐entry effects. Using a screening approach with proliferating or senescent cell viability as the readout, we identified ABT263 and dasatinib as selectively toxic to senescent A1 cells (Figure S4A,B). Using senolytic doses of either compound in our myotube co‐culture set‐up (1 μM or 10 nM respectively), we observed that both senolytics ablate senescence‐induced cell cycle re‐entry (Figure S4C,D). Interestingly, while dasatinib has no effect on serum‐induced cell cycle re‐entry, treatment with the BCL2 inhibitor ABT263 alone enhances cell cycle re‐entry downstream of serum exposure, consistent with a role of apoptotic signalling in dedifferentiation (Wang et al., 2015). Thus, these data show that senescent cell viability is critical for the promotion of myotube cell cycle re‐entry in co‐culture.

As senescent cells are known to influence their microenvironment largely through secretion of dynamic and heterogeneously expressed SASP factors, we next investigated whether senescence‐induced cell cycle re‐entry is mediated by soluble factors in a paracrine manner. Thus, we generated proliferating and senescent cell cultures and collected 48 h conditioned media, which was filtered (0.22 μm) and exposed to myotube cultures. After 72 h treatment, we again analysed myotube cell cycle re‐entry (Figure 2b,d), and observed a recapitulation of the effects of senescent cell co‐culture, suggesting that senescence‐induced cell cycle re‐entry is mediated by secreted factors. Furthermore, using immunostaining, we observed that this effect is accompanied by increased phosphorylation of retinoblastoma (Rb) in myotube nuclei (Figure S5), a critical event in S‐phase re‐entry (Tanaka et al., 1997).

Given that many factors that induce dedifferentiation also promote general cell proliferation (Tanaka et al., 1997), we decided to further investigate whether senescent cells exert paracrine pro‐proliferative effects. As such, we exposed untreated, mononucleate A1 cells to conditioned media from proliferating or senescent cells (in 0.25% or 10% FCS), or control fresh media for 72 h, then assessed proliferation rates by EdU incorporation. Indeed, we observed a small but significant increase in proliferation of mononucleate cells upon exposure to senescent CM in low serum, suggesting that factors secreted by senescent cells can exert pro‐proliferative effects in mononucleate progenitor cells as well as in differentiated myotubes (Figure S6A).

We subsequently assessed whether senescent cells can also exert paracrine pro‐proliferative effects in vivo, by implanting exogenously derived proliferating or senescent cells into mature newt limb tissue, then administering an 6 h EdU pulse before sample collection (at 3 dpi). Following histological analysis, we observed that cells in direct proximity to implanted senescent cells showed a higher rate of proliferation than those in which control cells were implanted (Figure S6B). Together, these data raise the hypothesis that senescence induction during regeneration may promote both muscle dedifferentiation and cellular proliferation in proximity.

### 2.3 Transcriptomic insights into senescence‐mediated dedifferentiation

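RNA was sequenced from 18 libraries, 3 in each of 6 groups. All cells came from A1, a limb mesenchyme line of the newt Notophthalmus viridescens that forms multinucleate myotubes in low serum. PRO cells grew in 10% FCS and were collected on day 12. SEN cells received 20 µM etoposide, which damages DNA, for 24 h and then 1 µM Nutlin-3a, which stabilises p53, and were collected on day 12. The paper gives either UV or etoposide as the inducer, and the sample labels give etoposide. Myotubes formed over 5 days in 0.25% FCS and then spent 3 days in fresh 0.25% FCS (MT_0.25%), in 10% FCS (MT_10%), or in 0.25% FCS medium conditioned for 48 h by PRO cells (MT_0.25%_PRO_CM) or SEN cells (MT_0.25%_SEN_CM). They were passed through a 100 µm filter and retained on a finer one, of 35 µm by the paper's methods and 30 µm by the sample labels, whereas PRO and SEN cells were not filtered. RNA was extracted with RNeasy mini kits from cells and micro kits from myotubes. Whether replicates are separate cultures, passages or days is not given in the sources used here.

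The authors trimmed the reads with TrimGalore and quantified each library alone with Sailfish against a de novo transcriptome, without genome coordinates. The deposited tables hold 27395 entries, called transcripts here, of which only 25.0% have the same length in every library. The deposited values are the estimated number of reads per transcript and its TPM, an abundance scaled for transcript length and library depth. Each transcript is therefore given by its identifier and by the name that the supplementary tables pair with it, which is the closest hit in another species. Estimated reads per library ranged from 20609828 to 62991718, with medians of 44196962 in PRO, 37870716 in SEN, 51132837 in MT_0.25%, 39782607 in MT_10%, 44896854 in MT_0.25%_PRO_CM and 41694623 in MT_0.25%_SEN_CM. The estimates were rounded and scaled by TMM, and all 18 libraries were fitted together in edgeR with 1 mean per group. Comparisons used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a transcript with an adjusted p under 0.05 is called changed. The test covered the 23107 transcripts that passed edgeR's expression filter. CPM is the count scaled to a common library size after TMM, ± is the SD between 3 libraries, and log2 fold changes are the second group over the first unless stated otherwise. Intervals and floors given for transcripts with few reads cover counting error only.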

To investigate the mechanistic basis for senescence‐induced dedifferentiation, we performed bulk RNAseq analysis of proliferating (PRO) and senescent (SEN) A1 cells, as well as differentiated (MT_0.25%), serum‐induced dedifferentiated (MT_10%) or conditioned media‐exposed myotubes (MT_0.25%_PRO_CM and MT_0.25%_SEN_CM), each in triplicate (Figure 3a). Prior to RNA extraction, myotubes (MT) were collected by filtration to ensure analysis of pure populations. 

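Mononucleate cells left among the filtered myotubes might carry transcripts of PRO cells that myotubes lack. Such cells had been kept in low serum with the myotubes and were not sequenced, so PRO cells stand in for them. The markers were transcripts at least 50-fold higher in PRO than in MT_0.25% and outside Figure 3e. There were 15 of them, and 14 have no name in the parts of the supplementary tables that were read here. Their median level, as a percentage of the PRO level, was 0.659% in MT_0.25% (SD between libraries 0.266, n = 3, 0 to 1.90% across markers), a value the rule itself keeps low. It was 11.1% in MT_10% (SD 3.42, 0 to 133%), 0.736% in MT_0.25%_PRO_CM (SD 0.219, 0 to 17.8%) and 2.15% in MT_0.25%_SEN_CM (SD 0.408, 0.412 to 127%). The MT_10% median is the value of a weakly expressed marker, comp4275094_c0_seq1, at 1.08 ± 0.360 CPM in PRO and 0.119 ± 0.130 in MT_10%. Markers with at least 108.3 CPM in PRO stood at 1.84 to 19.1% in MT_10%. With a 20-fold rule, which took in 50 markers, the MT_0.25%_SEN_CM median was 5.24%.

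The marker with the most reads was Timp1.1 (comp6073_c0_seq1), at 22118 ± 4916 CPM in PRO (SD, n = 3), 209.6 ± 102 in MT_0.25%, 2755 ± 671 in MT_10%, 99.3 ± 23.5 in MT_0.25%_PRO_CM and 330.0 ± 68.9 in MT_0.25%_SEN_CM. In the same order, comp627030_c0_seq1 had 4388 ± 1028, 48.5 ± 24.9, 640.3 ± 182, 21.0 ± 4.24 and 58.5 ± 14.7 CPM. For comp38901_c0_seq1 the values were 3518 ± 683, 16.4 ± 8.48, 64.6 ± 14.0, 25.9 ± 7.80 and 55.9 ± 15.7 CPM. The values of comp709531_c0_seq2 were 2479 ± 565, 14.2 ± 6.62, 231.2 ± 55.7, 7.09 ± 1.73 and 29.6 ± 3.63 CPM. Those of comp9361_c0_seq1 were 846.2 ± 138, 5.57 ± 2.65, 19.0 ± 2.84, 6.13 ± 1.20 and 13.0 ± 4.30 CPM. Mixing the mean CPM of PRO, at a share of 10%, with the mean CPM of MT_0.25% gave a marker median of 0.106 of the PRO level. That value follows from the calculation itself and does not test how well the markers measure carry-over. The proliferation transcripts of Figure 3e stood at medians of 16.3% of their PRO level in MT_0.25%, 63.6% in MT_10%, 8.10% in MT_0.25%_PRO_CM and 22.2% in MT_0.25%_SEN_CM (SDs between libraries 6.84, 3.76, 1.59 and 2.80, n = 3). A marker that is switched on again in treated myotubes would raise the marker median as carried-over cells would.

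**Figure D1:**
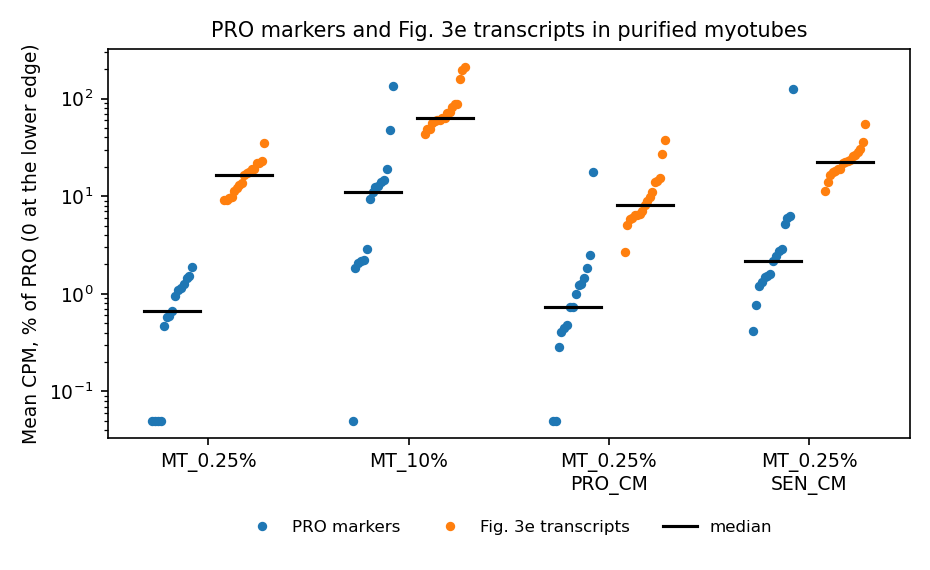
Level of the 15 PRO markers and of the Figure 3e transcripts in each myotube group, as a percentage of the PRO level. Each point is 1 transcript, the mean of 3 libraries. Points at 0 are drawn at the lower edge, 0.05%.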

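By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11755 of the 23107 transcripts changed between PRO and SEN, 6526 of them higher in SEN and 5229 lower. Between PRO and MT_0.25%, 16114 changed (8779 higher in MT_0.25%, 7335 lower). Serum exposure changed 9237 (4626 higher in MT_10% than in MT_0.25%, 4611 lower), and 1927 differed between the conditioned media (694 higher in MT_0.25%_SEN_CM than in MT_0.25%_PRO_CM, 1233 lower). The 3 libraries of one group all lay on one side of the 3 of the other for 12906, 16351, 12690 and 6842 transcripts in these 4 comparisons, which is 55.9%, 70.8%, 54.9% and 29.6% of those tested, where chance gives 10%. Of the changed transcripts, 92.9%, 94.4%, 97.0% and 98.0% were separated in this way. With each library left out in turn the numbers of changed transcripts were 10335 to 11112, 14669 to 15790 and 6491 to 8341 for the comparisons without conditioned media. For the conditioned media, 1268 were called without MT_0.25%_PRO_CM 1, 1056 without MT_0.25%_PRO_CM 2, 1818 without MT_0.25%_PRO_CM 3, 947 without MT_0.25%_SEN_CM 1, 619 without MT_0.25%_SEN_CM 2 and 1351 without MT_0.25%_SEN_CM 3.

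The balance between higher and lower transcripts depended on the scaling. In SEN against PRO, 55.5% of the changed transcripts were higher in SEN with TMM, 48.4% with DESeq2's scaling in edgeR (RLE) and 48.2% in DESeq2, which shifted the median change by -0.12 log2. Limma on TPM, which makes no scaling between libraries beyond TPM, moved the balance most. On log2(TPM + 1) it gave 94.7% of 15118 changed transcripts as higher in SEN, 89.2% of 17405 as higher in MT_0.25% (54.5% with TMM), 26.7% of 8330 as higher in MT_10% (50.1%) and 4.41% of 2087 as higher in MT_0.25%_SEN_CM (36.0%). Its median shifts were 0.73, 0.91, -0.17 and -0.30 log2. In the comparison of the conditioned media, 44.0% were higher by DESeq2, 49.5% without MT_0.25%_PRO_CM 2 and 25.9% without MT_0.25%_PRO_CM 3.

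Among transcripts with at least 50 mean reads in the higher group and no overlap between replicates, the largest changes in SEN by fitted log2 fold change were comp1942749_c0_seq1, absent from PRO and at 455 reads in SEN (at least 91.2-fold higher), comp236645_c1_seq2 (log2 fold change 5.55, SE 0.97, 0.113 ± 0.0616 and 5.71 ± 7.66 CPM), Ccnb1 (comp125600_c0_seq1, -6.03, SE 0.30, 109.4 ± 16.2 and 1.68 ± 0.272 CPM) and comp1752313_c0_seq1 (-5.60, SE 0.49, 18.1 ± 8.13 and 0.394 ± 0.344 CPM). In MT_0.25% against PRO they were comp9624_c0_seq1 and comp17956_c0_seq1, both absent from PRO (at least 4337-fold and 471.9-fold higher, where the floor of the second does not place it above Myh3.1 at a log2 fold change of 9.73), and the markers comp38901_c0_seq1 (-7.74, SE 0.45) and comp709531_c0_seq2 (-7.44, SE 0.38). In MT_10% they were comp861243_c0_seq1, with 2 reads in MT_0.25% and 210 in MT_10% (ratio 129, 95% counting interval 35.2 to 1071), comp40594_c0_seq1 (5.62, SE 0.62, 0.224 ± 0.166 and 11.1 ± 1.77 CPM), comp112542_c0_seq3, absent from MT_10% (at least 74.8-fold lower), and comp3400067_c0_seq1 (-5.46, SE 0.55, 2.19 ± 0.942 and 0.0571 ± 0.0303 CPM). In MT_0.25%_SEN_CM against MT_0.25%_PRO_CM they were comp55057_c0_seq5 (3.91, SE 0.64, 0.721 ± 1.12 and 10.9 ± 1.14 CPM), comp261746_c0_seq2 (3.41, SE 0.51, 0.937 ± 0.525 and 9.97 ± 6.00 CPM), comp3269479_c0_seq1 (-3.58, SE 0.53, 1.64 ± 0.731 and 0.131 ± 0.104 CPM) and comp2120013_c0_seq1 (-3.06, SE 0.35, 1.77 ± 0.245 and 0.209 ± 0.0435 CPM).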

Following sequencing and alignment of reads to the *N. viridescens* transcriptome (Abdullayev et al., 2013), we observed widespread changes to the transcriptomic profile upon the induction of senescence, differentiation or dedifferentiation (Figure 3b). 

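Libraries were compared by the Pearson correlation of log2(CPM + 1) over the tested transcripts. Correlations between 2 libraries of one group ran from 0.982 to 0.995 (median 0.988, 18 pairs), and those between groups from 0.835 to 0.985 (median 0.923, 135 pairs). Each of the 18 libraries correlated most strongly with a library of its own group. The ranges overlapped. MT_0.25%_SEN_CM 1 and MT_0.25%_PRO_CM 3, of different groups, exceeded the lowest pair within a group, SEN 1 and SEN 2, by 0.00298, and also the lowest pairs within PRO, MT_0.25% and MT_0.25%_PRO_CM. MT_0.25%_PRO_CM and MT_0.25%_SEN_CM were the closest groups, with a mean correlation of 0.980, against 0.937 for PRO and SEN and 0.865 for PRO and MT_0.25%. Over the 1000 most variable transcripts alone the gap was -0.00833, the lowest pair within a group being below the highest between groups.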

Distance analysis indicated a clear segregation between sample groups and strong similarity between replicates (Figure 3c). Notably, senescent CM‐treated myotubes showed greater similarity to 10% FCS‐treated myotubes than those treated with fresh 0.25% media or proliferating CM (Figure 3c).

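The paper's text does not name the distance behind Figure 3c, so similarity was measured as each library's mean Pearson correlation of log2(CPM + 1) with the 3 MT_10% libraries. It was 0.941 ± 0.0136 in MT_0.25%_SEN_CM (SD, n = 3, 0.928, 0.941 and 0.955), 0.917 ± 0.00509 in MT_0.25%_PRO_CM (0.914, 0.923 and 0.914) and 0.958 ± 0.0101 in MT_0.25% (0.950, 0.969 and 0.955). MT_0.25%_SEN_CM lay above MT_0.25%_PRO_CM by 0.0243, with every library of the first above every library of the second (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). It lay below MT_0.25% by 0.0167 (p = 0.3 by the same permutation test), and MT_0.25% lay above MT_0.25%_PRO_CM by 0.0411 (p = 0.1). With each library left out in turn these differences were 0.0175 to 0.0311, -0.0235 to -0.00991 and 0.0354 to 0.0452. The order MT_0.25%, MT_0.25%_SEN_CM, MT_0.25%_PRO_CM held for Spearman correlation, after DESeq2's variance stabilizing transformation, with log2(CPM + 0.1), over the 1000 most variable transcripts, where the first 2 differences were largest (0.101 and -0.0742), and for Euclidean distance on the transformed values, a measure chosen after the data were seen. The paper states that myotubes in senescent CM were closer to MT_10% than those in fresh medium or proliferating CM.

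**Figure D2:**
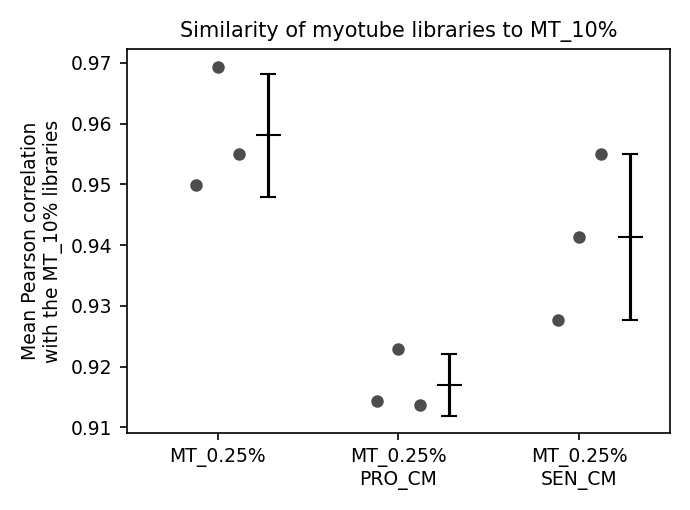
Mean correlation of each myotube library with the 3 MT_10% libraries. Each point is 1 library, and the bars show mean ± SD.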

**FIGURE 3:**
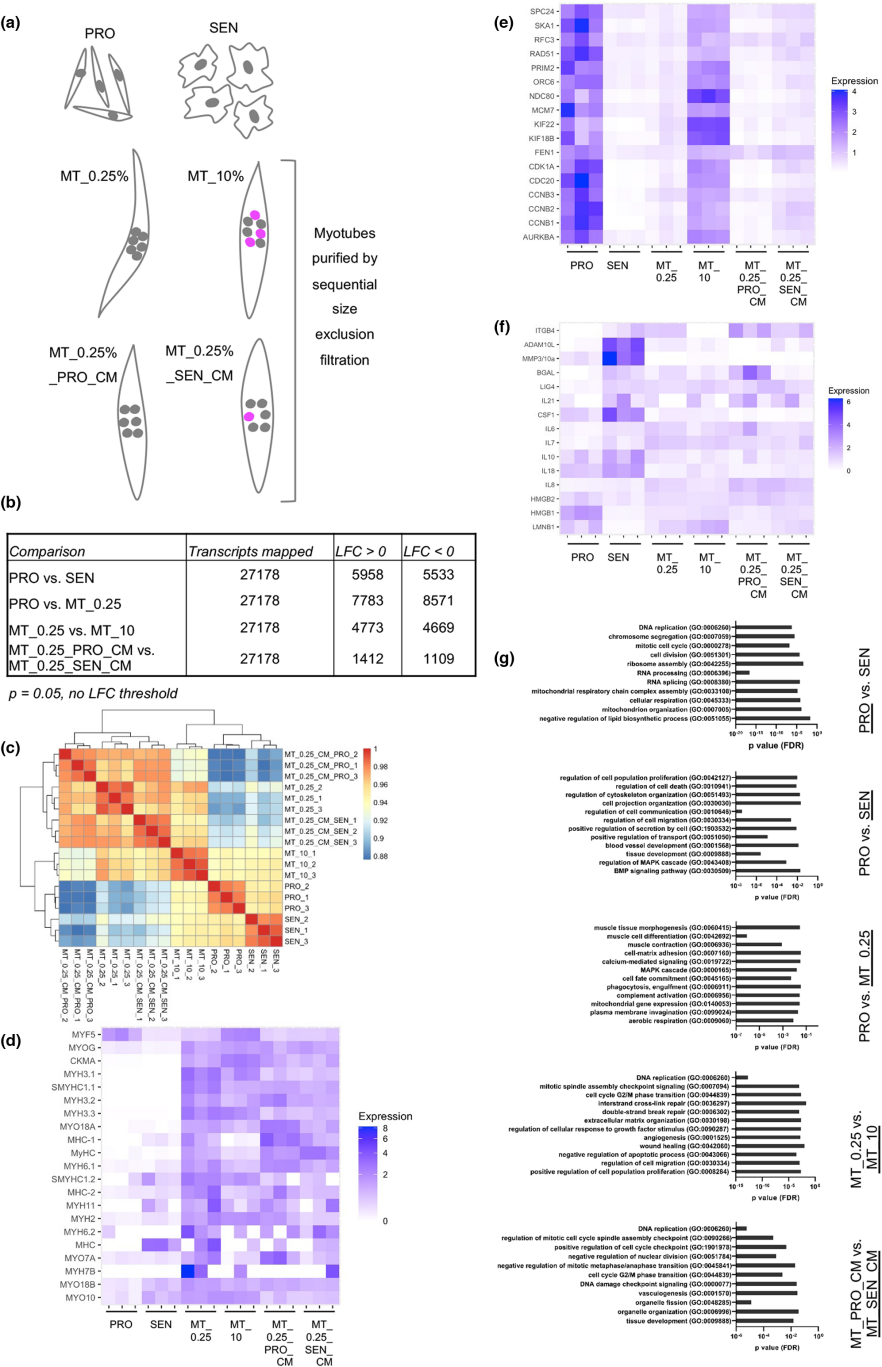
Transcriptomic insights into senescence‐mediated dedifferentiation. (a) Experimental design schematic depicting sample groups for bulk RNAseq analysis (PRO: proliferating mononucleates, SEN: senescent cells, MT_0.25%: differentiated myotubes, MT_10%: serum‐induced dedifferentiating myotubes, MT_0.25%_PROCM: myotubes cultured in proliferating cell conditioned media [0.25% FCS], MT_0.25%_SENCM: myotubes cultured in senescent cell conditioned media [0.25% FCS], all *n* = 3). Dedifferentiating nuclei depicted in pink. (b) Comparison of significantly differentially regulated transcripts between sample groups. (c) Sample distance analysis plot. (d–f) Heat maps depicting differentiation (d), proliferation (e) and senescence (f)‐related transcripts, with transcript expression for each replicate normalised relative to the mean reads per million transcripts across all sample groups. Data S3 contains tables with expression counts, log2fold change and adjusted *p*‐values for each comparison. (g) GO‐term analysis was performed using closest BLAST hits for transcripts significantly enriched (Log fold change >1, *p* < 0.05) for the comparisons depicted (enriched population underlined).

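Myf5 (comp460329_c0_seq1) was at 438.9 ± 141 CPM in PRO (SD, n = 3, 36106 estimated reads in all) and 90.8 ± 0.932 CPM in SEN (13210 reads). The log2 fold change was -2.27 (SE 0.22, adjusted p = 8.22e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every SEN library was below every PRO library. It stayed between -2.50 and -2.04 with each library left out in turn.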

Among the differentially regulated genes, the muscle stem cell and myoblast‐associated transcription factor Myf5 showed robust expression in proliferating mononucleate cells, consistent with their myogenic potential, whereas this expression was significantly reduced in senescent cells (Figure 3d, Data S1), in line with the loss of myogenic capacity upon senescence induction. Similarly, Myf5 expression was downregulated upon differentiation, coincident with increased expression of myogenin, myosin isoforms and muscle‐specific creatine kinase, indicating acquisition of differentiated myotube identity (Figure 3d, Data S1). 

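Myf5 fell from its PRO level to 176.6 ± 15.8 CPM in MT_0.25% (SD, n = 3), a log2 fold change of -1.31 (SE 0.22, adjusted p = 1.86e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Limma did not keep the direction and gave 0.03 on log2(TPM + 1) and 0.04 on log2(TPM + 0.1). Myog, the transcript of myogenin (comp799573_c0_seq1), rose from 57.3 ± 8.37 to 359.7 ± 88.3 CPM (2.65, SE 0.24, adjusted p = 4.81e-09 by the same test). Ckma, muscle creatine kinase (comp17_c0_seq1), rose from 0.889 ± 0.250 to 51.6 ± 6.95 CPM (5.87, SE 0.31, adjusted p = 2.25e-12 by the same test). In each of the 3, every library of one group lay outside the range of the other.

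Data S3 lists 18 myosin transcripts. Of the 14 that could be tested, all were higher in MT_0.25% and all were called, with log2 fold changes from 2.57 to 9.73 and a median of 4.34 (2.84 by limma on log2(TPM + 1)). The remaining Myh11, Myh6.2, Mhc and Myh7b had 7 to 21 reads over the 3 MT_0.25% libraries and were not tested. Myh3.1 (comp9855_c0_seq1) rose from 0.244 ± 0.055 to 205.2 ± 36.8 CPM (9.73, SE 0.43), Symhc1.1 (comp2444_c1_seq1) from 0.178 ± 0.145 to 136.0 ± 18.7 (9.55, SE 0.35), and Myh3.3 (comp21680_c0_seq1) from 1.30 ± 0.267 to 179.7 ± 32.1 (7.10, SE 0.31). Smaller rises were those of Myo18a (comp39899_c0_seq1, 5.41, SE 0.64), MyHC (comp2591457_c0_seq1, 4.62, SE 0.49), Myh6.1 (comp87049_c0_seq1, 4.07, SE 0.36), Mhc-2 (comp3396838_c0_seq1, 3.72, SE 0.40), Myh2 (comp8233_c0_seq1, 3.47, SE 0.44), Myo7a (comp188625_c0_seq1, 2.90, SE 0.58), Myo18b (comp9249_c0_seq9, 2.68, SE 0.23) and Myo10 (comp78314_c0_seq1, 2.57, SE 0.30). Few or no PRO reads lay behind the other 3. Myh3.2 (comp7514_c0_seq1) had 2 against 3111 in MT_0.25% (ratio 702.0, 95% counting interval 194.2 to 5799), Smyhc1.2 (comp260445_c0_seq2) 2 against 62 (14.0, interval 3.71 to 118), and MHC-1 (comp150648_c0_seq1) 0 against 32 (at least 5.49-fold). Myosin genes are alike in sequence, and Sailfish may have divided reads between copies, so single myosin values are less certain than their common direction. Over the 17 tested transcripts of Figure 3d, 16 rose, Myf5 fell and all were called, with a median of 4.07 (camera p = 1.15e-07 with its preset correlation of 0.01, 7.86e-04 with the correlation estimated). The study chose this list on the same samples, so the set test is not independent evidence.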

Re‐exposure of differentiated myotubes to serum and, to a lesser extent, senescent cell‐derived factors, reduced these readouts of differentiated muscle identity (Figure 3d, Data S1). This supports the notion that senescence‐derived secreted factors elicit muscle dedifferentiation.

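In MT_10% against MT_0.25%, 12 of the 17 tested transcripts of Figure 3d were lower and 6 of these were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of -0.51. The called ones were myosins. Symhc1.1 fell to 64.7 ± 6.44 CPM (-1.07, SE 0.22), Mhc-2 from 4.57 ± 1.43 to 1.26 ± 0.353 (-1.84, SE 0.33), Myo7a from 0.982 ± 0.377 to 0.197 ± 0.134 (-2.15, SE 0.49), MyHC from 1.24 ± 0.294 to 0.409 ± 0.0443 (-1.56, SE 0.32), Myh6.1 from 5.89 ± 1.08 to 2.70 ± 0.313 (-1.13, SE 0.28) and MHC-1 from 32 reads to 3 (ratio 8.69, 95% counting interval 2.72 to 44.3). Myh3.1 (-0.51), Myh3.2 (-0.62), Myh3.3 (-0.26), Myo18a (-0.60), Smyhc1.2 (-0.43) and Myo18b (-0.50) were lower without being called. Myh3.2 was called without MT_10% 3 (0.0281, with 0.0552 to 0.303 without the others), by edgeR on the 2 groups alone and by limma on log2(TPM + 1), Myo18b by DESeq2, by edgeR on the 2 groups alone and by limma on log2(TPM + 1), and Myo18a by edgeR on the 2 groups alone. By limma all 14 myosins were lower, 8 of them called on log2(TPM + 1) and 6 on log2(TPM + 0.1). Myog did not fall (400.1 ± 30.9 CPM, 0.15, SE 0.22), nor did Myh2 (0.14, SE 0.30) or Myo10 (0.06, SE 0.27). Ckma was called higher (98.2 ± 4.78 CPM, 0.93, SE 0.24, adjusted p = 0.00408 by the same test) by every method except limma on log2(TPM + 0.1). Myf5 rose to 641.9 ± 60.5 CPM (1.86, SE 0.22, adjusted p = 3.59e-06 by the same test).

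Between the conditioned media, 10 of the 17 were lower in MT_0.25%_SEN_CM than in MT_0.25%_PRO_CM, 2 of them called and 4 when p was adjusted over the list alone, with a median of -0.24. Myh2 fell from 0.861 ± 0.236 to 0.359 ± 0.0617 CPM (-1.25, SE 0.35, adjusted p = 0.0301 by the same test, 102 and 40 reads). Its call was lost without MT_0.25%_PRO_CM 1 (0.0882), MT_0.25%_PRO_CM 2 (0.103), MT_0.25%_SEN_CM 1 (0.113), MT_0.25%_SEN_CM 2 (0.0958) or MT_0.25%_SEN_CM 3 (0.0599), and by the fit of the 2 groups alone. Myo7a fell from 1.37 ± 0.675 to 0.369 ± 0.190 CPM (-1.86, SE 0.47, adjusted p = 0.0185 by the same test, 163 and 42 reads). Its call was lost without MT_0.25%_PRO_CM 1 (0.0555), MT_0.25%_PRO_CM 2 (0.0863), MT_0.25%_SEN_CM 1 (0.0875) or MT_0.25%_SEN_CM 2 (0.0711), and by limma on TPM. Lower without a call were Mhc-2 (-0.97), called with the replicate number as a block and by limma, MHC-1 (-1.29), called by limma, Myo18a (-1.12), called by the fit of the 2 groups alone, Myh6.1 (-0.78), called by that fit and by limma, Myh3.2 (-0.69), Myo18b (-0.31), Symhc1.1 (-0.24) and Ckma (-0.12). Myog (339.6 ± 93.9 and 345.6 ± 61.6 CPM, 0.03, SE 0.22), Myh3.1 (0.03), Myo10 (0.03), Smyhc1.2 (0.10), Myh3.3 (0.13) and MyHC (0.50) were not lower, although 13 of the 14 myosins were lower by limma, with 4 called, and 11 of 13 in the fit of the 2 groups alone, with 3 called. Myf5 was at 156.8 ± 23.7 and 182.0 ± 28.7 CPM (0.22, SE 0.21). As sets, the Figure 3d transcripts gave camera p = 0.0353 at the preset correlation in MT_10% (0.164 adjusted over the 66 set tests) and p = 0.0158 for the conditioned media (0.116 adjusted). Both fell under 0.05 by fry (0.00113 and 0.00662) and neither with the correlation estimated (0.108 and 0.0632). In MT_10% the camera p rose to 0.0700 without MT_0.25% 1, to 0.0501 without MT_0.25% 3 and to 0.0523 without MT_10% 1.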

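Across the 23107 transcripts, the log2 fold change from MT_0.25% to MT_10% and that from MT_0.25%_PRO_CM to MT_0.25%_SEN_CM had a Pearson correlation of 0.580 (0.462 to 0.597 with each library left out, 0.437 without the expression filter), and the 2 effects share no library. Both contrasts called 1408 transcripts, where 770.3 would be expected from unrelated calls, and 1378 of them moved the same way, 496 up and 882 down. The number called in both fell to 485 without MT_0.25%_SEN_CM 2, 744 without MT_0.25%_SEN_CM 1, 764 without MT_0.25%_PRO_CM 2 and 938 without MT_0.25%_PRO_CM 1, and 96.7% to 98.8% moved the same way with each library left out. In 864 of the 1408 the serum effect was the larger, with median sizes of 1.49 and 1.28 log2. The difference between the effects was also tested directly, by the contrast of the contrasts in the same edgeR fit. For Figure 3d the serum effect was larger in size in 14 of 17 transcripts. The difference was called for Myf5 (1.65, SE 0.30, adjusted p = 0.00355) and MyHC (-2.06, SE 0.43, adjusted p = 0.00955), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and with any library left out, and for 5 transcripts when p was adjusted over the 34 of Figures 3d and 3e alone. From the transcripts of Figure 3d the paper proposes that factors secreted by senescent cells elicit muscle dedifferentiation.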

As expected, markers of proliferation including cell cycle (e.g., CDKN1) and DNA replication‐related (e.g., MCM7) transcripts were significantly reduced upon induction of senescence or differentiation (Figure 3e). 

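All 17 tested transcripts of Figure 3e were lower in SEN than in PRO, and all were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes from -6.03 to -2.35 and a median of -3.38 (-1.51 by limma on log2(TPM + 1), with 16 called). The text's CDKN1 was taken to be Cdk1a of Data S3 (comp35510_c0_seq1). It fell from 120.7 ± 23.3 CPM in PRO (SD, n = 3, 9973 reads) to 3.44 ± 1.41 in SEN (493 reads), a log2 fold change of -5.14 (SE 0.35, adjusted p = 7.98e-10 by the same test, -5.32 to -4.83 with a library left out). Mcm7 (comp18947_c0_seq1) fell from 168.6 ± 73.1 to 22.4 ± 2.25 CPM (-2.91, SE 0.29, adjusted p = 9.29e-08 by the same test, -3.11 to -2.50). In MT_0.25% against PRO all 17 were again lower and called, from -3.46 to -1.48 with a median of -2.60. By limma on log2(TPM + 1), 16 of the 17 were lower and 14 called, with a median of -1.16. Cdk1a stood at 11.0 ± 4.66 CPM in MT_0.25% (-3.46, SE 0.32, adjusted p = 7.67e-09 by the same test) and Mcm7 at 28.9 ± 11.5 (-2.54, SE 0.28, adjusted p = 1.18e-07 by the same test). As a set the list gave camera p = 1.95e-19 for SEN and 1.43e-10 for MT_0.25%, and 0.00368 and 0.0252 with the correlation estimated.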

Of note, expression of proliferation‐related transcripts was increased in serum‐ or senescent cell CM‐treated myotubes compared to their respective controls (Figure 3e), mirroring the increased myotube cell cycle re‐entry observed in both contexts (Figure 2). 

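All 17 transcripts of Figure 3e were higher in MT_10% than in MT_0.25%, and all were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes from 1.44 to 3.37 and a median of 2.29 (1.93 by limma on log2(TPM + 1)). Cdk1a rose to 87.9 ± 8.82 CPM (SD, n = 3), a log2 fold change of 3.00 (SE 0.31, adjusted p = 8.56e-07 by the same test, 2.82 to 3.41 with a library left out), and Mcm7 to 119.3 ± 10.1 CPM (2.04, SE 0.28, adjusted p = 1.95e-05 by the same test, 1.82 to 2.40). All 17 were also higher in MT_0.25%_SEN_CM than in MT_0.25%_PRO_CM, from 0.41 to 2.33 with a median of 1.10. Of these, 11 were called, and 16 when p was adjusted over the list alone. By limma on log2(TPM + 1), 16 were higher and 5 called, with a median of 0.47. Cdk1a was at 6.15 ± 1.79 CPM in MT_0.25%_PRO_CM and 31.0 ± 5.14 in MT_0.25%_SEN_CM (2.33, SE 0.31, adjusted p = 2.36e-04 by the same test, 2.19 to 2.59). Mcm7 was at 16.4 ± 1.32 and 30.0 ± 6.72 CPM (0.87, SE 0.27, adjusted p = 0.0509 by the same test, 0.0562 to 0.152 with a library left out) and was called by DESeq2, RLE scaling, the unfiltered fit and the fit of the 2 groups alone. The set gave camera p = 7.15e-18 in MT_10% and 1.49e-15 for the conditioned media, and 0.00493 and 0.00784 with the correlation estimated.

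The serum effect exceeded the senescent CM effect in all 17 transcripts, by a median of 1.07 log2. The difference was called for Spc24 (1.23, SE 0.28, adjusted p = 0.0151), Prim2 (1.40, SE 0.37, adjusted p = 0.0331) and Ndc80 (1.95, SE 0.54, adjusted p = 0.0445) by the same test on the contrast of the contrasts, and for 12 of the 17 when p was adjusted over the 34 listed transcripts alone. The Spc24 call held with any library left out. The Prim2 call was lost without MT_0.25% 1 (0.0548), MT_0.25% 3 (0.0653), MT_10% 2 (0.0657), MT_10% 3 (0.0735), MT_0.25%_PRO_CM 1 (0.0766), MT_0.25%_PRO_CM 3 (0.0651), MT_0.25%_SEN_CM 1 (0.0897) or MT_0.25%_SEN_CM 2 (0.0853). The Ndc80 call was lost without MT_0.25% 1 (0.0870), MT_0.25% 3 (0.0640), MT_10% 1 (0.0688), MT_10% 2 (0.0850), MT_10% 3 (0.0692), MT_0.25%_PRO_CM 2 (0.112), MT_0.25%_PRO_CM 3 (0.0537), MT_0.25%_SEN_CM 1 (0.115) or MT_0.25%_SEN_CM 2 (0.106). The paper presents these increases as mirroring the cell cycle re-entry seen in both contexts.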

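Of the 14 transcripts of Figure 3f that could be tested, 11 were higher in SEN than in PRO and 3 lower, and all were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il6 (comp1319999_c0_seq1) rose from 0.336 ± 0.123 CPM in PRO (SD, n = 3, 29 reads) to 1.00 ± 0.0591 in SEN (147 reads), a log2 fold change of 1.55 (SE 0.41, adjusted p = 0.00387 by the same test). Csf1 (comp34820_c0_seq1) rose from 20.9 ± 7.51 to 71.1 ± 20.4 CPM (1.77, SE 0.52, adjusted p = 0.00738 by the same test), and Mmp3/10a (comp19400_c0_seq1) from 19.2 ± 5.22 to 134.7 ± 31.9 CPM (2.81, SE 0.28, adjusted p = 1.05e-07 by the same test). Adam10l (comp132028_c0_seq1) had 2 reads in PRO and 128 in SEN (ratio 36.9, 95% counting interval 10.0 to 308, adjusted p = 9.78e-06 by the same test). Lig4 (comp214483_c0_seq1) rose from 0.443 ± 0.144 to 2.29 ± 0.152 CPM (2.40, SE 0.35, adjusted p = 9.54e-06 by the same test). Hmgb1 (comp1509_c0_seq1) fell from 224.4 ± 23.5 to 29.7 ± 2.38 CPM (-2.92, SE 0.19, adjusted p = 5.64e-10 by the same test), and Lmnb1, the lamin B1 transcript (comp23366_c0_seq1), from 16.2 ± 5.65 to 1.70 ± 0.0950 CPM (-3.25, SE 0.28, adjusted p = 1.57e-08 by the same test). Hmgb2 (comp106344_c0_seq1) fell from 17.4 ± 4.19 to 10.1 ± 3.33 CPM (-0.78, SE 0.22, adjusted p = 0.00521 by the same test). Limma did not keep the direction and gave 0.20 on log2(TPM + 1) and 0.23 on log2(TPM + 0.1). For all 8 transcripts no SEN library overlapped a PRO library, and each was called with any library left out. As a set, in which rising and falling transcripts offset each other, the list gave camera p = 0.0722 at the preset correlation (0.0802 estimated), with a median log2 fold change of 1.53.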

In the senescence compartment, we noted the conservation of important senescence‐associated transcriptional changes from mammalian systems, including upregulation of classical SASP factors including IL‐6 and CSF1, as well as upregulation of several matrix‐remodelling proteases (e.g., MMP3/10a, ADAM10L), DNA repair factors (e.g., LIG4) and reduction in expression of nuclear architecture transcripts including HMGB1 & 2, and Lamin B1 (Figure 3f). GO‐term analysis of significantly enriched transcripts (Figure 3g, Data S2) underscored the loss of proliferative capacity upon senescence induction, where terms including ‘DNA replication’ and ‘mitotic cell cycle’ were associated with proliferating cell‐enriched transcripts, and highlighted changes in RNA processing and ribosome assembly, mitochondrial and lipid metabolism upon senescence induction. Enrichment of intercellular communication‐related terms (e.g., secretion, cell projection organisation), and changes related to MAPK and BMP networks were seen upon senescence induction. As expected, differentiation was associated with muscle related terms, calcium and MAPK signalling changes, while serum‐ and senescence‐induced dedifferentiation were both associated with DNA replication, repair and cell cycle checkpoint‐related terms.

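The paper's GO-term analysis took transcripts with p under 0.05 and a log fold change over 1, which was read here as adjusted p and a log2 fold change over 1 in size. By edgeR's quasi-likelihood test there were 7565 between PRO and SEN (4504 higher in SEN, 3061 lower) and 12490 between PRO and MT_0.25% (7170 higher in MT_0.25%, 5320 lower). Serum exposure gave 5289 (1774 higher in MT_10%, 3515 lower), and the conditioned media 1345 (297 higher in MT_0.25%_SEN_CM, 1048 lower). With RLE scaling the SEN comparison was balanced, at 3705 higher and 3707 lower. Limma on log2(TPM + 1) gave 7343 for SEN (7090 higher, 253 lower), 10009 for MT_0.25% (9234 higher, 775 lower), 2891 in MT_10% (637 higher, 2254 lower) and 884 for the conditioned media (29 higher, 855 lower). For the conditioned media the number also depended on single libraries, at 876 without MT_0.25%_PRO_CM 2 (401 higher, 475 lower), 814 without MT_0.25%_SEN_CM 1 (311 higher, 503 lower) and 543 without MT_0.25%_SEN_CM 2 (171 higher, 372 lower). The GO terms themselves were not analysed here.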

### 2.4 Senescent cells promote myotube cell cycle re‐entry through the FGF‐ERK signalling axis

To identify molecular mediators of senescence‐induced cell cycle re‐entry, we mined our RNAseq data set for candidates fulfilling three criteria: they should constitute secreted factors, their expression should increase upon senescence induction and the cognate receptors and/or downstream signalling pathways for these factors should be expressed in myotubes undergoing dedifferentiation. 

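Of the secreted candidates in Figure S7, 12 of the 17 Wnt transcripts could be tested between PRO and SEN. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 were called higher in SEN: Wnt7bb (comp416598_c0_seq25, log2 fold change 2.57, SE 0.58), Wnt11b (comp3405575_c0_seq1, 2.21, SE 0.53, with replicates that overlap), Wnt5b (comp131163_c0_seq1, 2.07, SE 0.27), Wnt10b (comp69567_c0_seq4, 1.76, SE 0.37), Protein Wnt.1 (comp194508_c0_seq1, 1.43, SE 0.38), Wnt8b (comp890685_c0_seq1, 1.41, SE 0.41) and Wnt2b (comp194260_c0_seq1, 1.27, SE 0.29). Wnt2b and Wnt5b had the most reads, rising from 21.7 ± 11.6 to 52.5 ± 9.76 CPM and from 3.23 ± 1.63 to 13.4 ± 1.65 CPM (SD, n = 3). Wnt4 (comp243415_c0_seq2, -0.89, SE 0.37, adjusted p = 0.0476 by the same test, 0.0271 to 0.139 with a library left out) and Wnt1 (comp1038233_c0_seq1, -2.22, SE 0.72, adjusted p = 0.0139, 0.0186 to 0.0516) were called lower. The Wnt4 call was lost without PRO 1 (0.0972), PRO 2 (0.110), PRO 3 (0.0585), SEN 2 (0.129) or SEN 3 (0.139) and in the unfiltered fit, and limma gave it a change of 0.08 on log2(TPM + 1) and 0.21 on log2(TPM + 0.1). The Wnt1 call was lost without PRO 3 (0.0516), by DESeq2 and by limma. The median over the 12 was 1.34 (camera p = 0.131 at the preset correlation).

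Of 5 BMP ligands, Bmp2 (comp2391140_c0_seq1, 13 and 66 reads, 1.47, SE 0.50, adjusted p = 0.0189 by the same test, with replicates that overlap) and Bmp5 (comp651852_c0_seq1, 8 and 39 reads, 1.45, SE 0.53, adjusted p = 0.0275 by the same test) were called higher. The Bmp2 call was lost without PRO 1 (0.0947), PRO 3 (0.104) or SEN 3 (0.0511), and the Bmp5 call without PRO 1 (0.150), PRO 2 (0.0668) or SEN 3 (0.0997), by DESeq2 and by the fit of the 2 groups alone. Bmp7 (comp177537_c1_seq2) fell from 3920.4 ± 1053 to 1311 ± 153 CPM (-1.58, SE 0.22, adjusted p = 5.48e-06 by the same test), a call that limma on TPM did not make. The median of the 5 was 0.78 and their mean 0.39, while camera placed the set lower in SEN (p = 0.923 at the preset correlation).

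Of 10 proteases, clotting factors and inhibitors, 5 were called higher. Mmp9th (comp4145_c0_seq1) rose by 1.73 log2 (SE 0.33), Mmp3/10b (comp94697_c0_seq1) by 1.67 (SE 0.24), F11 (comp338_c0_seq4) by 2.29 (SE 0.33, 19.2 ± 3.21 to 93.7 ± 24.8 CPM) and F8 (comp83233_c1_seq4) by 1.49 (SE 0.40), and the remaining one was the Mmp3/10a transcript that Figure 3f also lists. F10 (comp7233_c0_seq1, -0.89, SE 0.21), Timp1.1 (-1.83, SE 0.33), Timp1.2 (comp22588_c0_seq1, -1.68, SE 0.28) and Timp1.3 (comp13809_c0_seq1, -1.21, SE 0.50, adjusted p = 0.0476 by the same test, with replicates that overlap) were called lower, none of them by limma on TPM. The Timp1.3 call was also lost without PRO 2 (0.202), PRO 3 (0.112), SEN 1 (0.0959) or SEN 2 (0.142), in the unfiltered fit and with the replicate number as a block. The set gave camera p = 0.546 at the preset correlation.

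In the responding myotubes, Wnt pathway transcripts called in MT_10% were Dkk1 (comp69154_c0_seq1, 2.90, SE 0.29, 2.02 ± 0.783 to 15.4 ± 2.38 CPM) and Ctnnb1.s.2 (comp3411_c0_seq2, 0.47, SE 0.19, adjusted p = 0.0487 by the same test), the latter lost without MT_0.25% 1 (0.0895), MT_0.25% 3 (0.182), MT_10% 2 (0.143) or MT_10% 3 (0.200), with RLE scaling, in the unfiltered fit, in the fit of the 2 groups alone, with the replicate number as a block and by limma. The pathway lists of Figure S7 were not divided into activators and inhibitors, so a rise in them gives no direction of signalling. BMP pathway transcripts called included Nog2 (comp418778_c0_seq1, 4.59, SE 0.30, 0.534 ± 0.112 to 12.8 ± 1.88 CPM), Grem1 (comp513295_c0_seq1, 4.15, SE 0.45), Chrd (comp365346_c1_seq2, 1.06, SE 0.39, adjusted p = 0.0341 by the same test) and Bmpr1b.2 (comp135660_c0_seq1, -1.92, SE 0.54). Their set gave camera p = 0.0348 at the preset correlation (0.245 estimated, 0.164 adjusted over the set tests, 0.0565 without MT_0.25% 1), and Chrd was not called without MT_0.25% 1 (0.0916), 2 (0.0742) or 3 (0.0589), MT_10% 1 (0.0822) or 3 (0.104), nor by limma. Bmpr1b.2 was not called without MT_10% 2 (0.0529). In MT_0.25%_SEN_CM against MT_0.25%_PRO_CM only Nog2 was called (2.14, SE 0.35, adjusted p = 0.00125 by the same test, not by limma), and the set gave camera p = 0.0596 at the preset correlation (0.0295 without MT_0.25%_PRO_CM 2, 0.0256 without MT_0.25%_SEN_CM 1, 0.0341 without MT_0.25%_SEN_CM 2).

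Figure S7 places 10 transcripts under ERK signalling, an assignment that was not examined here. Of these, 5 were called higher in MT_10% and 5 lower. Among the higher were Mapk8 (comp133032_c0_seq1, 2.33, SE 0.29), Mapk8ipl (comp31823_c1_seq2, 0.72, SE 0.22), Hras (comp72887_c0_seq1, 0.70, SE 0.24) and Jund (comp7301_c1_seq1, 0.56, SE 0.18). Mapk4 (comp148413_c2_seq9, -1.58, SE 0.32), Map3k3.3 (comp74682_c0_seq1, -1.44, SE 0.32), Map3k7 (comp19277_c0_seq1, -1.14, SE 0.23), Map3k3.2 (comp273737_c0_seq1, -0.87, SE 0.28) and Map3k3.1 (comp80543_c1_seq2, -0.58, SE 0.22) were lower. Limma reversed Mapk8ipl (-0.24 on log2(TPM + 1), -0.30 on log2(TPM + 0.1)) and did not call Hras, Jund or Map3k3.1. Left-out adjusted p by the same test were over 0.05 for Mapk8ipl without MT_0.25% 1 (0.0526), for Hras without MT_0.25% 3 (0.133) or MT_10% 1 (0.0800), for Jund without MT_0.25% 3 (0.0658), MT_10% 2 (0.0591) or MT_10% 3 (0.0580), for Map3k3.2 without MT_0.25% 3 (0.0555) or MT_10% 2 (0.128), and for Map3k3.1 without any one library (0.0655 to 0.120). The conditioned media differed in none of the 10 and in none of the 4 Wnt pathway transcripts tested, by edgeR with adjustment over all transcripts. When p was adjusted over each list alone, 1 Wnt pathway transcript was higher and 1 ERK pathway transcript lower.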

As such, we identified several candidates belonging to the FGF, BMP, ERK and Wnt pathways, clotting factor protease activity and ECM remodelling factors (Figure S7). For each candidate pathway, we first assessed their general requirement for myotube cell cycle re‐entry upon serum exposure (Figure 4a). We observed a strong suppression of cell cycle re‐entry upon inhibition of BMP signalling using dorsomorphin (DMD), and MEK/ERK signalling using the inhibitor U0126 (Figure 4a), as previously observed (Wagner et al., 2017; Yun et al., 2014). Inhibition of protease activity using the broad‐spectrum MMP inhibitor GM6001 or the serine protease inhibitor AEBSF, active against clotting factor protease activity (Wagner et al., 2017), had little effect on serum‐induced cell cycle re‐entry (Figure 4a). In contrast, inhibition of Wnt (C59) or FGFR signalling (PD173074, AZD4547) led to moderate reductions in myotube cell cycle re‐entry, with the strongest effect observed using the pan‐FGFR inhibitor AZD4547 (Figure 4a).

**FIGURE 4:**
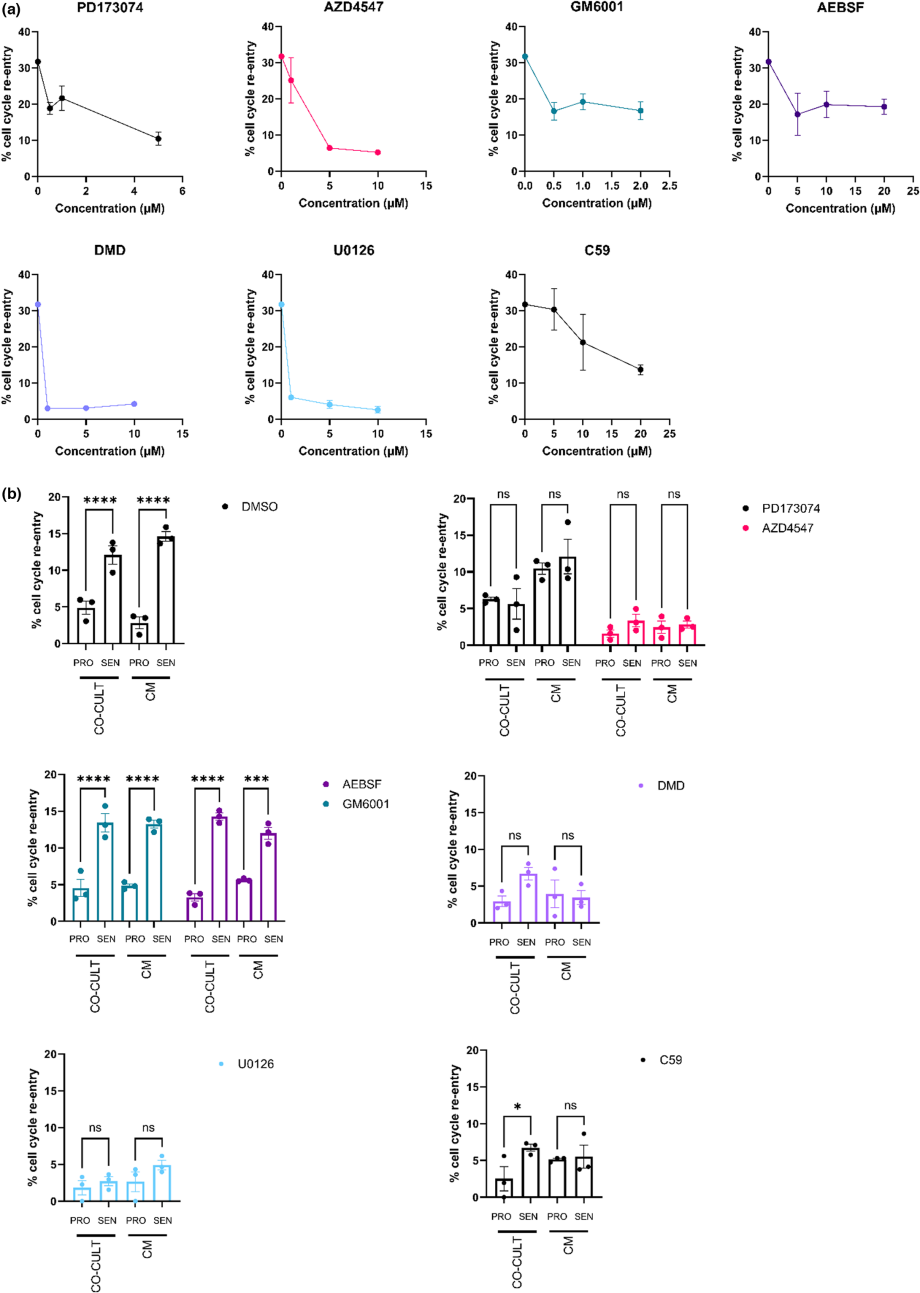
Senescent cells promote cell cycle re‐entry through the FGF‐ERK signalling axis. (a, b) Quantification of the proportion of myotubes undergoing cell cycle re‐entry for the indicated conditions, 72 h post‐treatment. Myotubes were generated and subsequently exposed to DMSO vehicle control or inhibitors in 10% (a) or 0.25% (b) FCS in the presence of proliferating/senescent cell co‐culture or conditioned media treatment. In (a), inhibitors were used over a non‐toxic dose range. In (b), inhibitors were used at the following concentrations: PD173074 1 μM, AZD4547 5 μM, GM6001 2 μM, AEBSF 20 μM, U0126 10 μM, DMD 1 μM and C59 10 μM. Cell cycle re‐entry was quantified as the proportion of myotube (MyHC^+^) nuclei showing EdU incorporation. Statistical analysis was performed using two‐way ANOVA and Tukey post hoc multiple comparisons testing (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001, ns: not significant). Representative data from *n* > 2 experiments are shown. In (b), statistical comparisons between co‐culture (PRO vs SEN) and conditioned media (PRO vs. SEN) in each inhibitor are shown, and full statistical analysis between inhibitors and DMSO treatment is detailed in Data S4.

We next tested the importance of these factors for senescence‐induced cell cycle re‐entry (Figure 4b). Blocking BMP or ERK signalling abrogated serum‐induced cell cycle re‐entry (Figure 4b). Senescence‐induced cell cycle re‐entry is likely to rely on ERK signalling within dedifferentiating myotubes to coordinate cell cycle re‐entry, in the light of previous work (Yun et al., 2014). Further, soluble BMP factors have been shown to promote cell cycle re‐entry (Wagner et al., 2017), though intriguingly, we observed notably larger myotubes following DMD treatment, suggesting a possible role for the inhibition of BMP signalling in facilitating myogenic differentiation. Indeed, we observed increased myogenesis of A1 cells in high serum medium upon treatment with 1 μM DMD (Figure S8). These data suggest an additional role for BMP signalling in myogenic differentiation, and are consistent with previous reports examining BMP inhibition in C2C12 murine in vitro myogenesis (Horbelt et al., 2015). It is thus likely that BMP inhibition promotes differentiation and blocks dedifferentiation irrespective of stimuli derived from serum or senescent cells.

While protease inhibition had no effect on senescence‐induced cell cycle re‐entry (Figure 4b), inhibition of Wnt signalling decreased the effect of senescent cell co‐culture and abrogated that of senescent CM (Figure 4b), suggesting that WNT ligands contribute to this process. Further, inhibiting FGFR signalling using PD173074 (FGFR1) or AZD4547 (FGFR1‐3) resulted in the blockage of senescence‐induced cell cycle re‐entry by co‐culture or CM, suggesting a critical role of FGF signalling in mediating this process (Figure 4b).

We further investigated the hypothesis that the effects of senescent cells are mediated through the FGF signalling axis using small molecule agonists. We identified a BMP agonist (sb4, BMP4), a Wnt signalling agonist (‘Wnt agonist’) and an FGFR1 agonist (SUN11602). After initial toxicity screening (data not shown), we exposed myotubes to a dose range of each agonist, in fresh control or proliferating/senescent cell‐conditioned media as before. Intriguingly, we observed no increase in cell cycle re‐entry under any conditions with either the BMP agonist sb4 or the Wnt agonist, but upon treatment with the FGFR1 agonist SUN11602, we observed a dose‐dependent increase in cell cycle re‐entry in all conditions, apart from exposure to senescent cell‐conditioned media (Figure S9). These data not only suggest that activating FGFR1 signalling boosts cell cycle re‐entry in myotubes, but that FGFR1 activation may be saturated by senescent cell exposure in our experimental settings.

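Figure S7 lists 10 FGF transcripts as ligands, called FGF ligands here, and 8 of them could be tested between PRO and SEN. Whether each codes for a secreted protein that acts on FGF receptors was not examined here. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 were called higher in SEN: Fgf12 (comp48769_c7_seq197, 3.03 ± 0.235 to 10.1 ± 1.47 CPM, SD, n = 3, log2 fold change 1.74, SE 0.20, adjusted p = 6.87e-07), Fgf7 (comp115511_c1_seq1, 1.83 ± 0.280 to 5.93 ± 0.720 CPM, 1.70, SE 0.19, adjusted p = 4.02e-07), Fgf19 (comp267298_c0_seq2, 2.29 ± 0.393 to 7.09 ± 2.08 CPM, 1.63, SE 0.33, adjusted p = 3.19e-04), Fgf10 (comp249866_c0_seq4, 1.28 ± 0.276 to 2.43 ± 0.735 CPM, 0.93, SE 0.26, adjusted p = 0.00555) and Fgf14 (comp21781_c0_seq3, 3 and 32 reads, ratio 6.15, 95% counting interval 1.92 to 31.4, adjusted p = 0.0148). The Fgf14 call was lost without PRO 1 (0.0526) or PRO 3 (0.0743) and by limma on log2(TPM + 1). Fgf13 (comp57659_c0_seq49) was called lower (2.18 ± 0.513 to 1.41 ± 0.139 CPM, -0.64, SE 0.24, adjusted p = 0.0310 by the same test). That call was lost without PRO 1 (0.196), SEN 2 (0.0552) or SEN 3 (0.0988) and by the fit of the 2 groups alone, and limma reversed it (0.45 on log2(TPM + 1), 1.23 on log2(TPM + 0.1)). Fgf9 (comp321762_c0_seq1, 0.39, SE 0.50) and Fgf8 (comp1757491_c0_seq1, -0.04, SE 0.25) were not called. Limma called Fgf9 higher on log2(TPM + 0.1), by 1.12, and gave Fgf8 as 0.99 and 1.12 higher. Fgf18 (4 and 17 reads) and Fgf24 (16 and 17 reads) were not tested. The 8 ligands had a median of 1.28 and camera p = 0.0479 (0.171 adjusted over the set tests), which was over 0.05 with the correlation estimated (0.0633) and without PRO 1 (0.0583), PRO 3 (0.0570), SEN 1 (0.0535) or SEN 2 (0.0522).

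Of the 5 FGF receptor transcripts, Fgfr2.2 (comp70016_c0_seq3) and Fgfr3.1 (comp9242_c2_seq19) had the most reads in myotubes. Fgfr2.2 was at 39.0 ± 8.34 CPM in MT_0.25%, 45.7 ± 7.97 in MT_10%, 27.5 ± 3.27 in MT_0.25%_PRO_CM and 28.1 ± 2.44 in MT_0.25%_SEN_CM, and Fgfr3.1 at 38.1 ± 9.04, 44.9 ± 1.87, 35.2 ± 7.64 and 48.9 ± 5.77. Fgfr2.1 (comp24167_c0_seq1), whose closest hit is named FGFR3, was at 7.06 ± 0.712, 6.79 ± 0.473, 4.38 ± 0.943 and 5.26 ± 0.681 CPM. None of these 3 was called in MT_10% (log2 fold changes 0.23, 0.24 and -0.06) or between the conditioned media (0.03, 0.48 and 0.26), except Fgfr2.1 by limma, which called it lower in MT_10% (-1.20 on log2(TPM + 1), -1.34 on log2(TPM + 0.1)). Fgfr1 (rcomp31873_c0_seq1) was at 0.791 ± 0.410, 2.17 ± 0.252, 0.285 ± 0.226 and 0.780 ± 0.365 CPM. It was called higher in MT_10% (1.42, SE 0.41, adjusted p = 0.00933 by the same test), though not by limma, and not between the conditioned media (1.45, SE 0.52, adjusted p = 0.0831 by the same test, 0.0308 to 0.244 with a library left out), where DESeq2 called it. Without MT_0.25%_PRO_CM 2 edgeR called it as well (0.0308). Fgfr3.2 (comp23875_c0_seq1) was called lower in MT_10% (-1.18, SE 0.45, adjusted p = 0.0444 by the same test) and in MT_0.25%_SEN_CM against MT_0.25%_PRO_CM (-2.73, SE 0.54, adjusted p = 0.00441 by the same test, 89 and 12 reads). The MT_10% call was lost without MT_0.25% 1 (0.0634), 2 (0.0868) or 3 (0.110), MT_10% 1 (0.0932) or MT_10% 2 (0.242), in the unfiltered fit and with the replicate number as a block.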

Given the upregulation of secreted FGF ligands in senescent cells, the robust expression of FGF receptors in dedifferentiating myotubes (Figure S7), as well as the critical role of the FGF‐effector ERK in cell cycle re‐entry (Figure 4), the FGF‐ERK axis emerges as a direct mediator of senescence‐induced cell cycle re‐entry (Figure S10).

## 3 DISCUSSION

This study demonstrates that cellular senescence can play beneficial roles during salamander limb regeneration. Specifically, we show that implanted senescent cells enhance muscle dedifferentiation, a critical process underlying successful limb regeneration, and uncover that they are able to modulate muscle dedifferentiation directly, through the secretion of paracrine factors including WNT and FGF ligands.

As such, our findings provide important advances for our understanding of senescent cell functions as well as early events during limb regeneration, opening up several research avenues. With regards to limb regeneration, the development of in vivo senescent cell labelling and depletion approaches in newt species should enable in‐depth explorations of the physiological functions of these significant cellular players in the future. In addition, as dedifferentiation has been shown to underlie axolotl connective tissue regeneration (Gerber et al., 2018), it would be of interest to assess if senescent cells modulate this process. Further, probing the impact of senescent cells on transdifferentiation, as it happens in the salamander lens (Tsonis, 2006), will be relevant for understanding their roles in different plasticity contexts.

It remains likely that senescent cells play additional roles during salamander limb regeneration. Indeed, our data suggest that these cells can promote cell proliferation in vitro and in vivo (Figure S6). While we have not observed sustained, pro‐proliferative effects specific to the muscle progenitors in the blastema (Figure 1h), it remains conceivable that senescent cells promote proliferation of additional blastema populations, which may explain the notable acceleration of blastema development observed upon senescent cell implantation (Figure 1b–d). This is in agreement with further data from our group (Yu et al., 2022), which reports that senescent cells facilitate progenitor cell expansion in the axolotl. Additionally, senescent cell clearance in salamanders is achieved by macrophages (Yun et al., 2015), raising the possibility that senescent cells may have indirect functions via recruitment or regulation of immune cell activity, important in other regenerative contexts (Ratnayake et al., 2021). Lastly, the immune‐dependent clearance mechanism acting in salamanders may be critical to ensure that senescence induction has beneficial rather than detrimental consequences, limiting cell senescence to a short time‐window following injury and thus creating a transient niche permissive to dedifferentiation.

FGF signalling stands out as a key mediator of senescence‐induced dedifferentiation (Figure 4). In agreement, chemical approaches suggest FGFR1 activity is central for dorsal iris pigment epithelial cell dedifferentiation during newt lens regeneration (Del Rio‐Tsonis et al., 1998), and for blastema formation in the zebrafish fin (Poss et al., 2000). Similarly, the coordinated activity of FGF and BMP signalling—originating from the dorsal root ganglia—contributes to blastema formation in axolotl limb regeneration (Satoh et al., 2016). Highlighting the evolutionary conservation of pro‐regenerative roles of FGF ligands, FGF4 promotes limb outgrowth in chicken (Kostakopoulou et al., 1996), while FGF2 is upregulated during blastema growth in murine digit tip regeneration (Takeo et al., 2013). Further careful analysis will be required to elucidate which of the senescence‐upregulated newt FGF ligands is responsible for the promotion of dedifferentiation in this context. Additionally, our work uncovers WNT factors as contributors to the cell cycle re‐entry effect. How WNT and FGF pathways interact to promote dedifferentiation warrants further investigation.

Together, our findings uncover a beneficial role for cellular senescence during newt limb regeneration through the non‐cell‐autonomous promotion of muscle dedifferentiation. In contrast, chronic senescence constrains muscle regeneration in physiological mammalian contexts (García‐Prat et al., 2016). In light of our data, examination of cross‐species differences in senescent cell nature, senescent‐progenitor and immune crosstalk at the site of injury, and dynamics of senescence induction and clearance, could be instructive for limiting the deleterious effects of senescent cells in mammals and harnessing their beneficial traits in clinical settings.

### 3.1 Limitations of the study

Due to the technical limitations of working with *N. viridescens* newts, we have been unable to assess the nature and possible roles of endogenous senescent cells during newt limb regeneration. The conservation of characteristics between in vitro and in vivo senescent cells remains a key area of interest in the senescence field and will be critical for future investigation.

## 4 METHODS

### 4.1 Animal procedures

Procedures for care and manipulation of *N. viridescens* newts used in this study were carried out in compliance with the Animals (Scientific Procedures) Act 1986, approved by the United Kingdom Home Office. Animals were maintained in individual aquaria at ~18–20°C, as previously described.

Tracing of dedifferentiated progenitor cells was performed as described (Wang et al., 2015) with the following modifications: plasmids (MCK:Cre, CMV:Tol2‐transposase; CAG:loxp‐cherry‐stop‐loxp‐h2bYFP) were purified by caesium chloride preparation. Electroporations were carried out using a SD9 Stimulator device as previously described (Yun et al., 2013).

For cell implantation, senescent and control proliferating cells were generated as below. Newts were anaesthetised in 0.1% tricaine and 2000 cells were subsequently implanted into contralateral limbs using 10 μL Hamilton syringe (Hamilton) with a 30^1/2^ g, 45° tip needle (Hamilton) attached to a micromanipulator, using Fast Green to track the distribution of cell solution within the tissues, as described (Yun et al., 2015). Implantations were carried out under a Zeiss Axiozoom V.16 fluorescence stereomicroscope and cells were implanted along electroporated area based on fluorescence. Newts were amputated at the mid‐humerus level through the site of cell implantation/tissue electroporation under a Zeiss Axiozoom V.16 fluorescence stereomicroscope. Animals were allowed to regenerate at 20°C. To detect EdU incorporation, 10 mM EdU (20 μL per animal) were administered by intraperitoneal injection. Tissues were subsequently collected and processed as described below.

### 4.2 Tissue sectioning and histology

For analysis of dedifferentiation, regenerating limbs were collected by amputation and fixed in 4% (wt/vol) ice‐cold paraformaldehyde (PFA) for 16–18 h at 4°C, washed twice in PBS and embedded in Tissue Tek‐II. The samples were sectioned longitudinally in a cryostat at 10 μm. Sections were collected in Superfrost slides and stored at −20°C. Antibody staining of tissue sections was performed using standard protocols with the indicated antibodies (Table S2). EdU incorporation was determined subsequent to immunostaining with anti‐YFP antibodies using Click‐iT Edu Alexa Fluor 594 Imaging kit (Life Technologies). For analysis of dedifferentiation, for each sample, the number of YFP^+^/MHC^−^ cells in the blastema was normalised relative to the number of labelled YFP^+^ myonuclei in the stump (YFP^+^/MHC^+^).

### 4.3 Cell culture

*Notophthalmus viridescens* limb‐derived A1 cells (Ferretti & Brockes, 1988) and A1n*gfp* cells (Yun et al., 2015) were cultured as previously described (Yu et al., 2022; Oliveira et al., 2022); in brief, cells were grown on gelatin‐coated flasks in MEM (Gibco) supplemented with 2 nM L‐glutamine (Gibco), 10 μg/mL insulin (Sigma), 100 U/mL penicillin/streptomycin (Gibco), 10% heat‐inactivated FCS (Gibco) and 25% v/v dH_2_O. Cells were passaged 1:2 when approaching 70–80% confluence and maintained at 25°C and 2% CO_2_.

### 4.4 Induction of differentiation and dedifferentiation

A1 cells were used to generate myotubes. Cells were seeded into gelatin‐coated wells at high density (2 × 10^4^ cells/cm^2^) and subsequently cultured for 5 days in culture media with 0.25% FCS to promote differentiation. To assay cell cycle re‐entry, cultures were then exposed to fresh media for 72 h (supplemented with 0.25, 1% or 10% FCS [PAA] as described) containing 5 μM EdU, or with co‐culture and conditioned media treatment as described.

### 4.5 Senescence induction and conditioned media generation

In vitro senescence induction was performed according to Yu et al. (2023), using UV‐irradiation (3 J/m^2^, UV Stratalinker) or 24‐h exposure to 20 μM etoposide, both followed by treatment with 1 μM Nutlin‐3a. Senescence induction following 12 days' treatment was confirmed by positive SA‐β‐gal staining, a significant reduction in EdU incorporation, expansion of mitochondrial and lysosomal networks and persistent DNA damage foci (Yu et al., 2022). Control proliferating cells were seeded in parallel, treated only with identical volumes of DMSO and passaged during the 12‐day senescence induction to avoid confluence. For co‐culture assays, proliferating and senescent cells were harvested, cells were counted using an automated cell counter (Scepter 2.0, Millipore) and seeded into co‐culture at a 1:10 ratio to cells initially seeded for myogenesis (i.e., 2 × 10^3^ cells/cm^2^), mimicking the proportion of senescent cells reported in blastemas in vivo (Yun et al., 2015). For conditioned media treatment, 10 cm plates of proliferating or senescent cells at comparable confluence were washed in 80% PBS (‘A‐PBS’), before incubation with 10 mL fresh media for 48 h. Conditioned media was subsequently collected and passed through a 0.22 μm filter prior to use. Fresh conditioned media was used in every experiment.

### 4.6 Inhibitor treatments

Drug toxicity assessment was performed by seeding cells into 96‐well plates before subsequent treatment with a dose curve of each inhibitor (Table S1) for 72 h. Cell viability was then assessed using the alamarBlue assay according to manufacturer's instructions. For small molecules used in dedifferentiation assays, drug doses selected maintained >80% of control cell viability by alamarBlue assessment (data not shown). For ABT263 and dasatinib senolytic assessment, control proliferating and senescent cells were assessed in parallel.

### 4.7 EdU, SA‐β‐gal and immunostaining

SA‐β‐gal staining was performed according to manufacturer's instructions (Cell Signalling) as described (Yun et al., 2015), prior to permeabilisation, EdU or immunostaining procedures. Click‐iT EdU staining was performed according to manufacturer's instructions (Invitrogen); in brief, cultures were fixed in 4% PFA at 4°C for 10–15 min, permeabilised with 0.2% Triton‐X100 in PBS and stained with the Click‐iT reaction cocktail. Prior to immunostaining, samples were blocked in 10% goat serum in PBS for >30 min (RT), and immunostaining was performed (see Table S2 for details of antibodies used). Primary antibodies were incubated overnight at 4°C and secondary antibodies for 1–4 h at room temperature. Antibodies were diluted in 5% goat serum and 0.1% Triton‐X100 in PBS, and samples were washed twice in PBS between primary and secondary incubation. Nuclei were counterstained using Hoechst 33342.

### 4.8 Imaging

Imaging of in vitro fluorescence experiments was performed using a Nikon Eclispe TsER microscope. A Zeiss AxioZoom V16 microscope was used to perform SA‐β‐gal imaging. FIJI was used for image analysis. Imaging of in vivo dedifferentiation experiments was conducted using a Zeiss AxioZoom V.16 fluorescence stereomicroscope and Zen software (Zeiss). For each sample, 10 sections were scored. Blind counting was employed for all quantifications.

### 4.9 Western blotting

For western blotting, myotube cultures were lysed in situ using 0.02 M Hepes (pH 7.9), 0.2 mM EDTA, 1.5 mM MgCl2, 0.42 M NaCl, 25% glycerol lysis buffer, incubated for 30 min at 4°C and subsequently cleared of debris by centrifugation. Protein concentration was analysed by the Bradford assay, and denatured lysates of equal protein amount were loaded onto 10% Bis‐Tris Novex gels and run at 150 V for 1 h in MOPS‐SDS running buffer. Overnight transfer onto nitrocellulose membranes was performed in methanol transfer buffer, before membranes were blocked (Odyssey blocking buffer, Licor, 30 min RT) and probed with primary antibodies in blocking buffer (>1 h), before washing in PBS‐T and probing with secondary antibodies. Blots were thoroughly washed in PBS and scanned using an Odyssey scanner (Licor). Bands were quantified from triplicate samples against loading controls using FIJI.

### 4.10 RNAseq

For myotube purification, cultures were washed gently with A‐PBS, lifted using trypsin and then quenched using fresh media. Cell suspensions were passed sequentially through 100 μm filters (to exclude aggregates) and 35 μm filters. Myotubes retained on the 35 μm filters were collected in fresh media and spun down. Proliferating and senescent mononucleate cultures were not filtered, but were simply lifted and spun down. Myotube or cell pellets were immediately lysed in buffer RLT and RNA extracted using RNeasy mini (mononucleate) or micro (myotube) kits according to manufacturer's instructions. cDNA synthesis and RNA sequencing was subsequently performed by the Dresden Concept Genome Center (DCGC). For bioinformatic analysis, useGalaxy.org (Afgan et al., 2018) was used for initial processing. Firstly, adapter sequences were trimmed from FASTQ files using TrimGalore, quality control performed using FastQC. Alignment of trimmed reads to the *N. viridescens* transcriptome (Abdullayev et al., 2013) was performed using Sailfish. Data were then imported into Rstudio for normalisation and differential gene expression analysis using DESeq2 with a significance cut‐off of *p* < 0.05.

### 4.11 Statistical analysis

Statistical analysis was performed using Prism software; for comparison of *n* > 2 sample groups, ANOVA and post hoc Dunnett or Tukey tests were performed, and for comparison of *n* = 2 sample groups, two‐tailed student *t* tests were applied as described.

## AUTHOR CONTRIBUTIONS

HEW, KET, AG and MHY designed and performed experiments, analysed and interpreted data. HEW wrote the article with input from all authors. HEW and MHY acquired funding. MHY supervised the study.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Appendix S1.
Click here for additional data file.

Data S1.
Click here for additional data file.

Data S2.
Click here for additional data file.

Data S3.
Click here for additional data file.

Data S4.
Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in the GEO repository at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211798], reference number [GSE211798].

# Supplementary material for: Senescent cells enhance newt limb regeneration by promoting muscle dedifferentiation
**Source:** Aging Cell. 2023 Apr 6;22(6):e13826. doi: 10.1111/acel.13826
**Supplement:** Supplementary file 1 — Appendix S1.

**Supplementary Material**

**Title:** Senescent cells enhance newt limb regeneration by promoting muscle dedifferentiation

**Running title:** Senescence enhances dedifferentiation **Authors:** Hannah E. Walters^1*^, Konstantin E. Troyanovskiy^1,2^, Alwin M. Graf^1^ and Maximina H. Yun^1,3,4*^

**Supplementary Figures S1 to S10**

**Tables S1 to S2**

**Description of additional Supplementary Data S1 to S4**

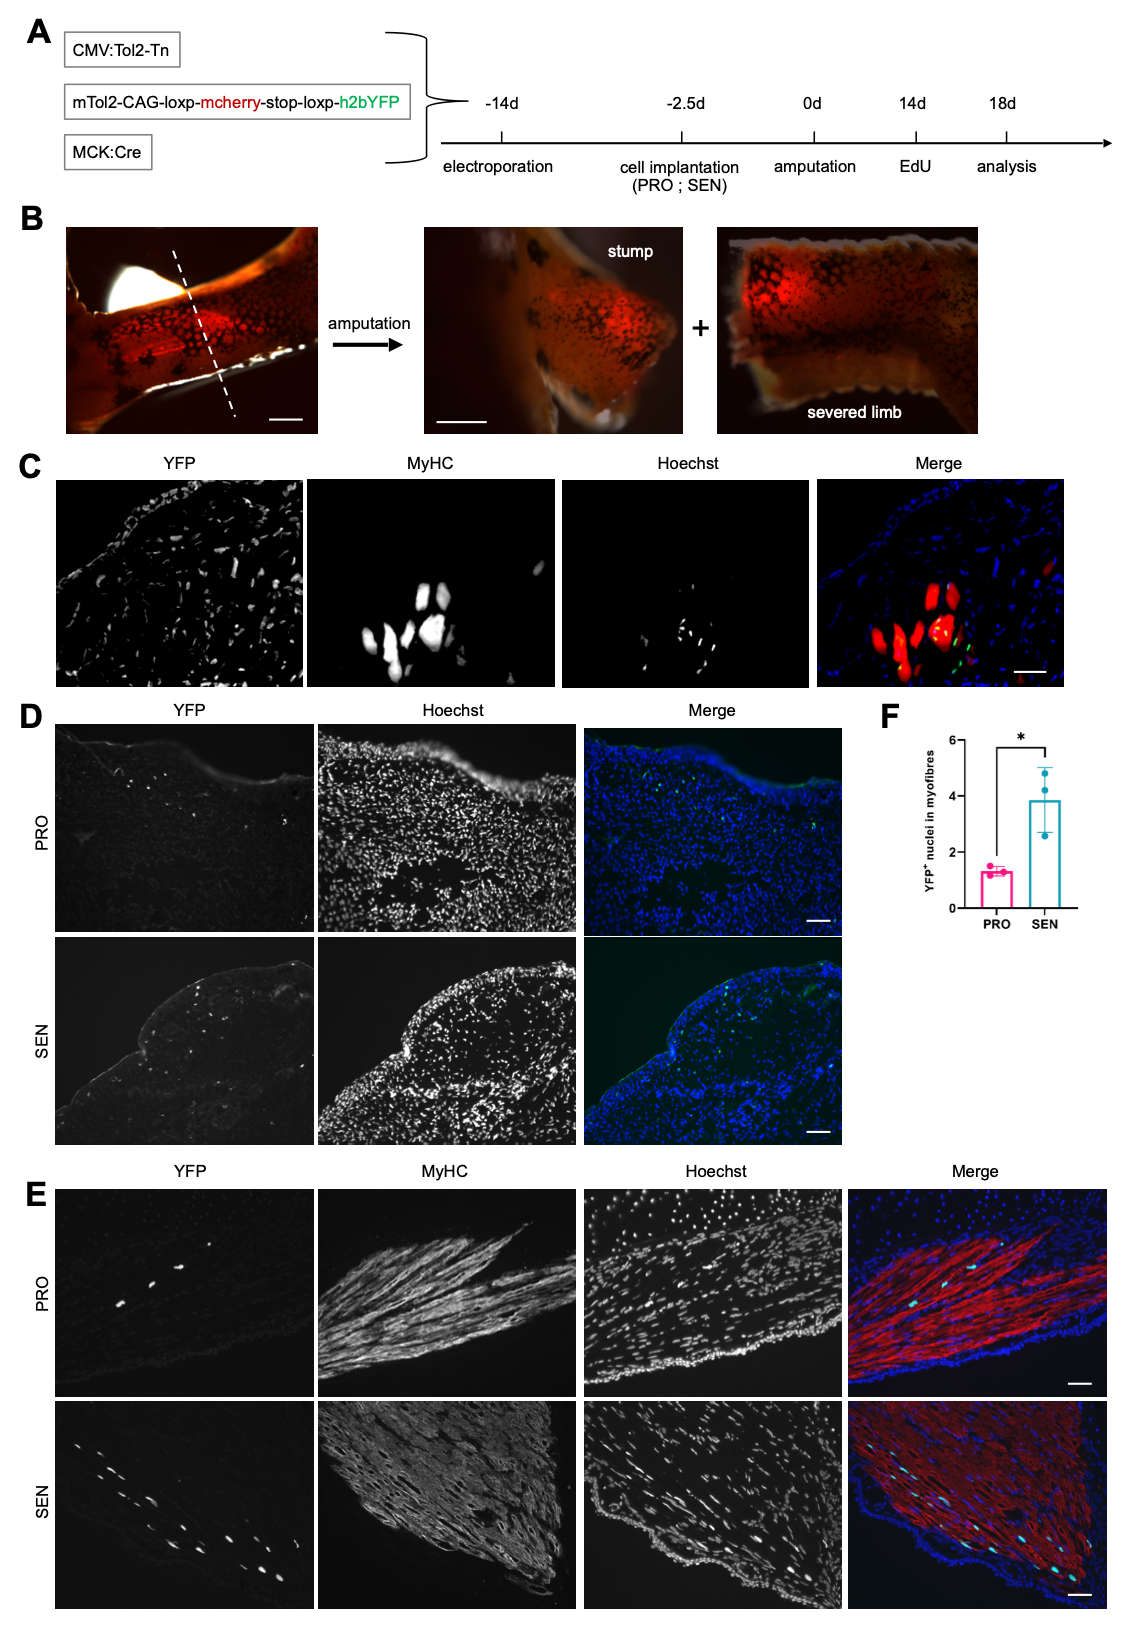

**Supplementary Figure 1. Genetic strategy for labelling myofibres and fate-tracing dedifferentiated progenitors *in vivo*.**

**(A)** Schematic depicting *in vivo* myofibre labelling approach to enable fate-tracing of muscle-derived dedifferentiated progenitor cells during regeneration.

**(B)** Representative image of a newt limb following electroporation with the indicated constructs and cell implantation (left, at 0d). Limb amputation, performed through the centre of the electroporated area (yellow dotted line), results in a stump (middle) which contains genetically labelled myofibres. Scale bar 500 μm.

**(C)** Representative immunofluorescence image of a stump cryosection depicting YFP^+^/MyHC^+^ myofibres, as detected through α-GFP (green, iii) and α-MyHC (red, ii) antibody staining, with nuclear counterstaining shown in blue (i). Their progeny can be subsequently traced during limb regeneration through the expression of nuclear YFP. Scale bar 50 μm.

**(D)** Representative immunofluorescence images of YFP^+^ progenitors from proliferating control or senescent cell implanted limbs, as detected through α-GFP (green) antibody staining, with nuclear counterstaining shown in blue.

**(E)** Representative immunofluorescence images of regenerated limb sections showing re-differentiated YFP^+^ nuclei within muscle tissue (using α-GFP (green) and α-MyHC (red) antibody staining) from limbs implanted with proliferating control or senescent cell prior to amputation, with nuclear counterstaining shown in blue.

**(F)** Quantification of the percentage of YFP^+^ progenitors contributing to MyHC^+^ differentiated muscle fibres in regenerated limbs, following proliferating or senescent cell implantation (staining as in (E)). Two-tailed unpaired student’s t-test, *: p<0.05.

**
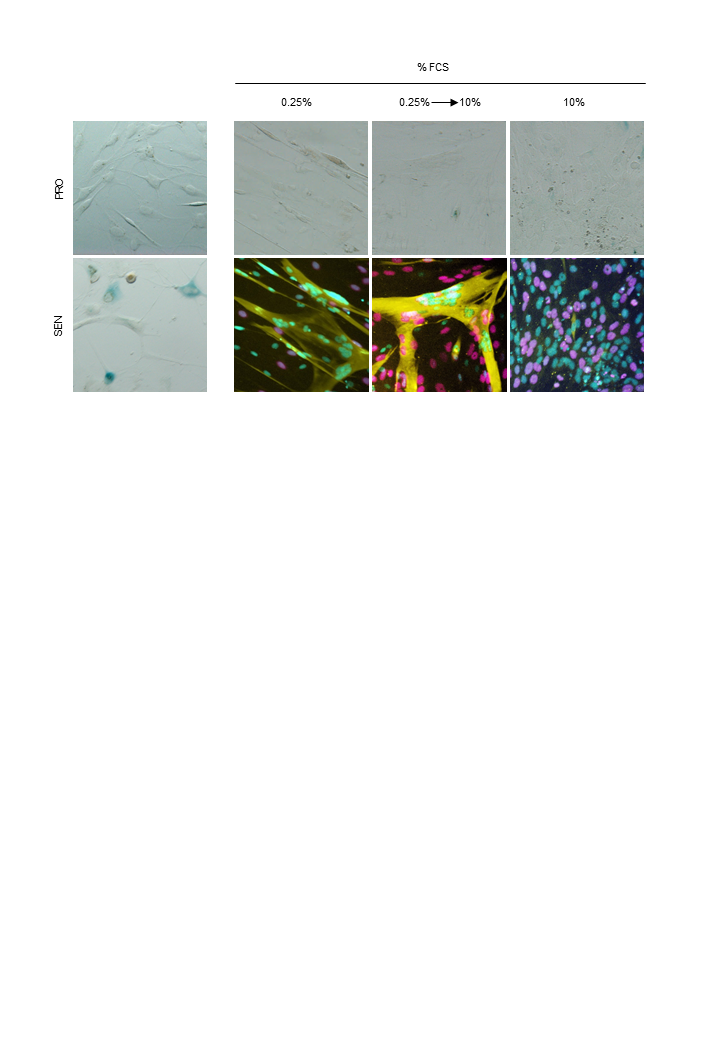
**

**Supplementary Figure 2. Senescence is not induced by cell-cell myogenic fusion or dedifferentiation events.**

Top row: Representative images of differentiated (0.25% FCS), dedifferentiated (0.25% 🡪 10% FCS) or undifferentiated A1 cultures (10% FCS) after SA-β-gal staining (blue in brightfield). Control senescent (‘SEN’) and untreated proliferating (‘PRO’) cultures were used as positive and negative controls respectively.

Bottom row: Representative images of the indicated cultures after staining against α-MyHC (yellow), EdU (magenta) and Hoechst (cyan). Note EdU incorporation in dedifferentiating myotube nuclei (magenta). n=4.

**
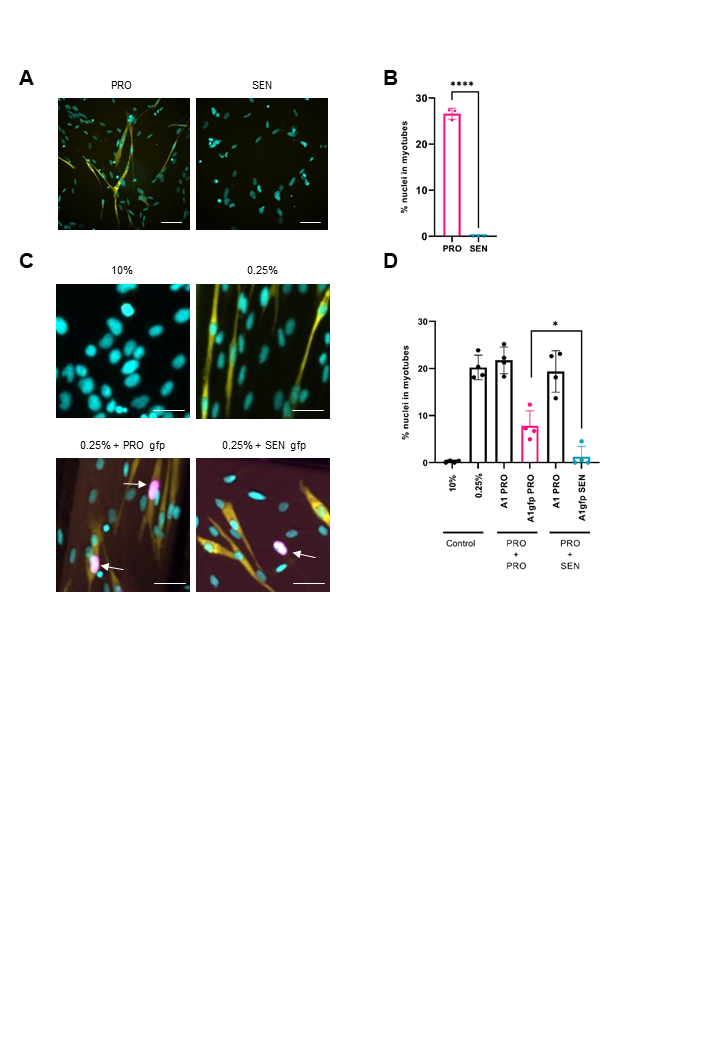
**

**Supplementary Figure 3. Senescence induction ablates myogenic potential.**

**(A, B)** Representative images of senescent (SEN) and control proliferating (PRO) cells, 5 days after treatment with differentiation media (0.25% FCS) and subsequent immunostaining (Hoechst; cyan, α-MyHC; yellow). The proportion of nuclei present in myotubes was quantified **(B)** from n>50 nuclei per replicate (n=3).

**(C)** Representative images of cultured cells following immunostaining against MyHC (yellow) and GFP (magenta), and counterstaining with Hoechst (cyan). A1n*gfp* senescent (‘SEN gfp’) and control proliferating (‘PRO gfp’) cells were generated *in vitro* and subsequently lifted and seeded into co-culture with A1 cells at high confluence. Co-cultures were then treated with differentiation media for 5 days before fixation and staining. White arrowheads indicate GFP^+^ nuclei.

**(D)** Percentage of nuclei present in myotubes (n>50 nuclei per replicate, n=3).

Two-tailed unpaired student’s t-tests were used to compare myogenesis between proliferating and senescent cells in both experimental set-ups (*: p<0.05, ****: p<0.0001).

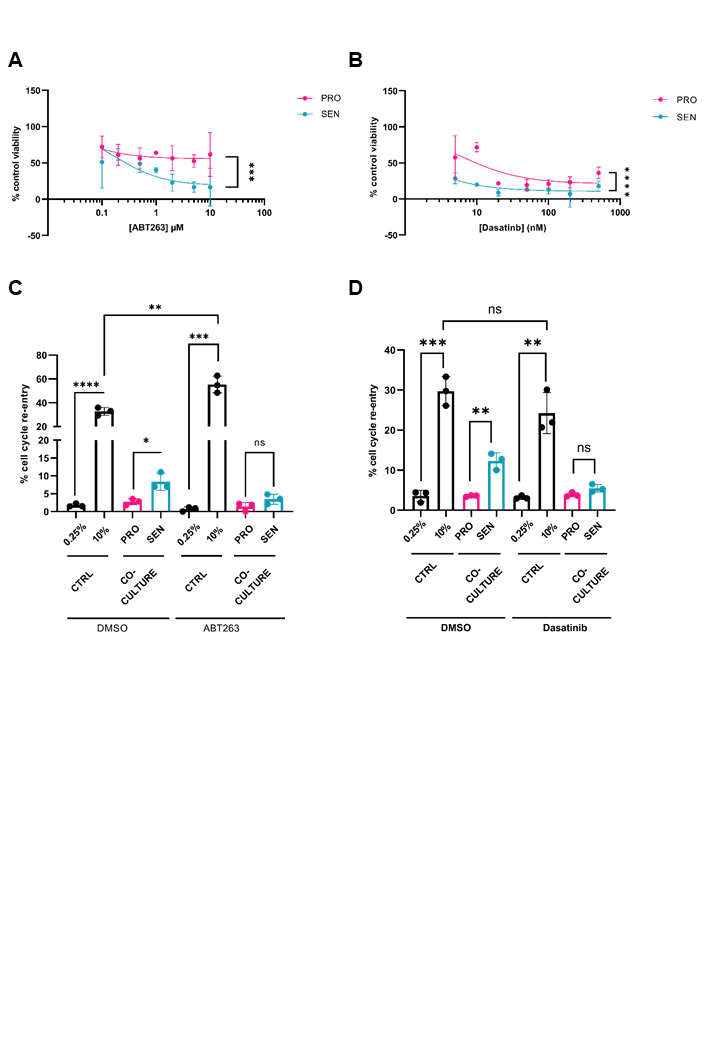

**Supplementary Figure 4. Pro-cell cycle re-entry effects of senescent cells are abrogated by senolytic treatment**

**(A,B)** Proliferating or senescent A1 cells (in 10% FCS normal growth media) were exposed to a dose-range of ABT263 or dasatinib for 72 hours before quantification of viable cells by fluorimetric assessment, based on the cell metabolic indicator alamarBlue (n=3). Two-way ANOVA were used for statistical analysis.

**(C,D)** Quantification of the proportion of myotube nuclei undergoing cell cycle re-entry, 72h post-treatment with the indicated conditions (DMSO vehicle control, ABT263 at 1 μM and dasatinib at 10 nM). Cultures were treated in 0.25% or 10% FCS control media (CTRL), or in co-culture with proliferating or senescent cells, all in 0.25% FCS media. Cell cycle re-entry was quantified as the proportion of nuclei (stained using Hoechst) within myotubes (stained using α-MyHC) showing EdU incorporation. Two-tailed unpaired student’s t-tests were used to compare data in **(C)** (*: p<0.05, **: p<0.01, ***:p<0.001, ****: p<0.0001, ns: not significant).

**
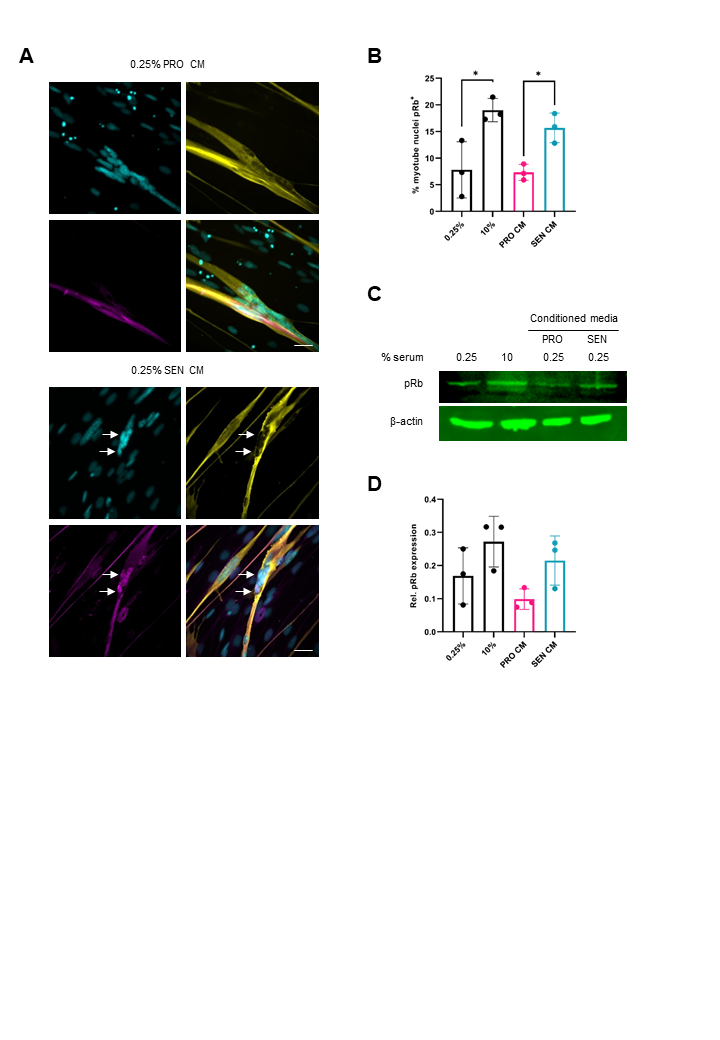
**

**Supplementary Figure 5: Senescence-induced cell cycle re-entry is accompanied by phosphorylation of Rb**

**(A)** Representative images of myotubes following immunostaining against MyHC (yellow), pRb (magenta) and Hoechst (cyan) labelling for the indicated conditions, 72hs post-treatment. White arrows indicate EdU^+^ nuclei within myotubes.

**(B)**: Quantification of the proportion of myotube nuclei displaying pRb, as in **(B).** Statistical analysis performed using two-tailed unpaired student’s t-test, *: p<0.05 (n=3).

**(C)**: Representative Western blot against pRb for the indicated conditions. β-actin was used as loading control.

**(D)**: Quantification of signal intensity. pRb band intensities were normalized against β-actin loading controls (n=3).

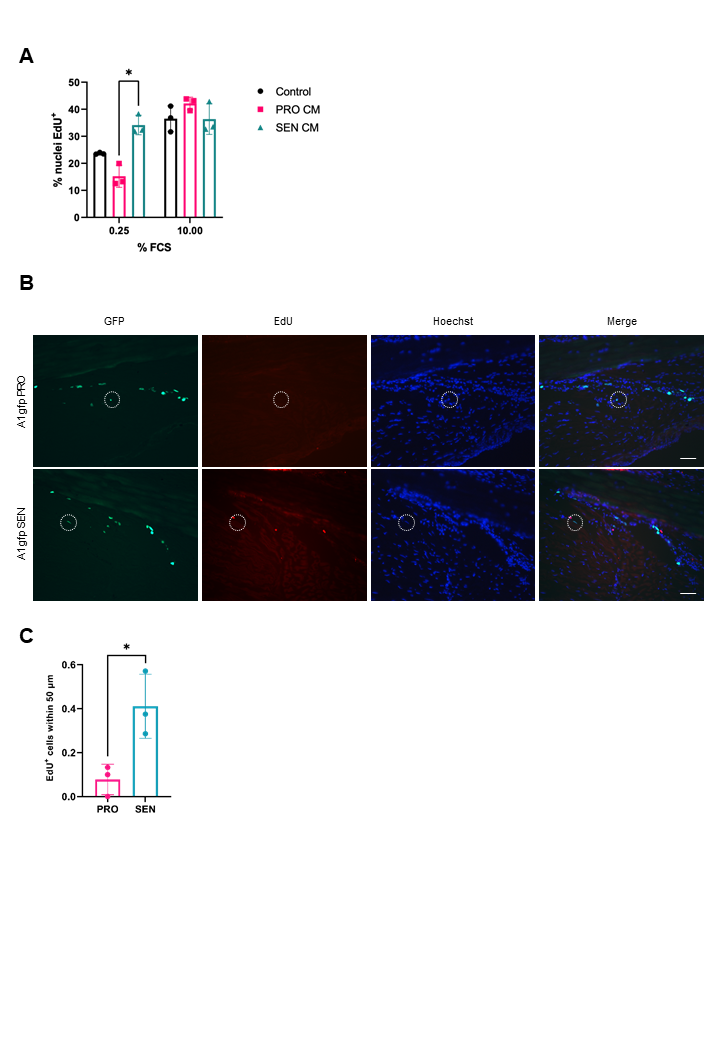

**Supplementary Figure 6: Senescence promotes cellular proliferation in a non-cell-autonomous manner**

**(A)** A1 cells were exposed to fresh or 48-hour conditioned media containing 0.25% or 10% FCS for 72 hours before proliferation was assessed, as the % nuclei showing EdU incorporation (n-3, representative data from one of two independent experiments shown). ANOVA and post-hoc Tukey tests were used for statistical analysis (*p<0.05).

**(B, C)** Control proliferating or senescent A1gfp cells were implanted into contralateral limb tissue. Local proliferation was assessed by EdU incorporation analysis, scoring the number of EdU^+^ nuclei in direct proximity (within a 50 μm radius, dashed circle) to implanted cells. Representative images shown in **(B)** (scale bar 100 μm), with quantification in **(C)** (*: p<0.05, paired student t-test).

**
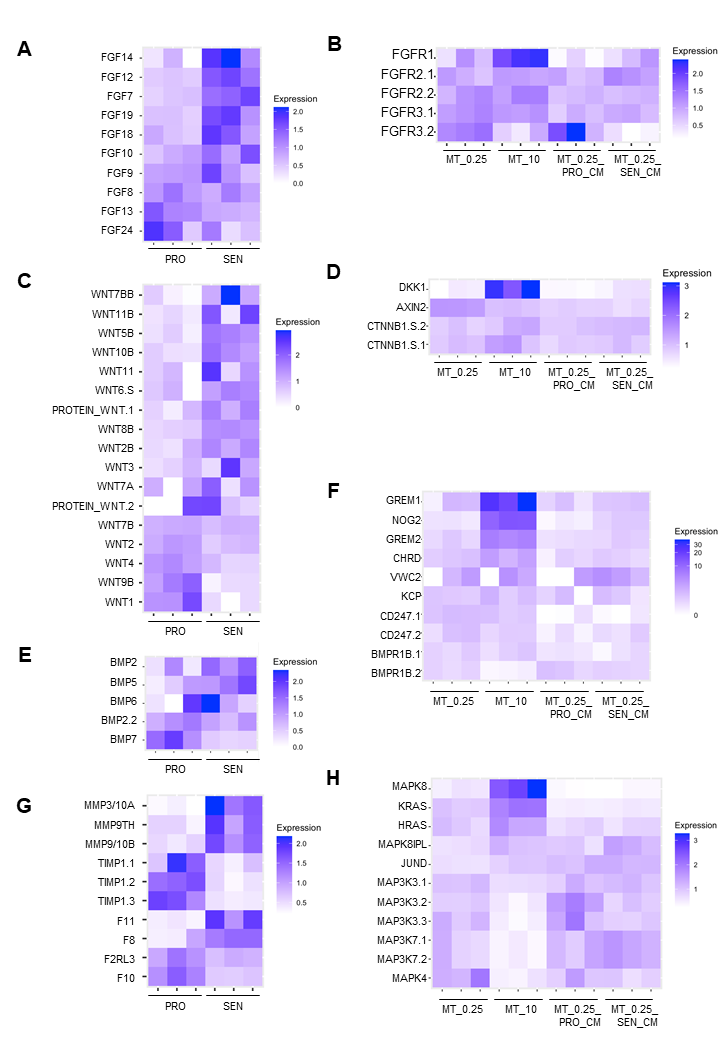
**

**Supplementary Figure 7. Candidate pathways involved in mediating senescence-induced dedifferentiation*.***

**(A-H)** heatmaps depicting transcriptional changes between proliferating vs. senescent cells **(A, C, E, G)** or between differentiated and dedifferentiated myotubes upon serum or senescent CM exposure **(B, D, F, H)**. Ligands and downstream signalling transcripts are depicted for the FGF pathway **(A, B)**, for Wnt signalling **(C, D)** for BMP signalling **(E, F)** and for protease expression **(G)** and ERK signalling **(H)**. Transcript expression for each replicate is normalized relative to the mean reads per million transcripts across all sample groups in each heatmap. Supplementary Data S3 contains tables with expression counts, log2fold change and adjusted p-values for each comparison.

**
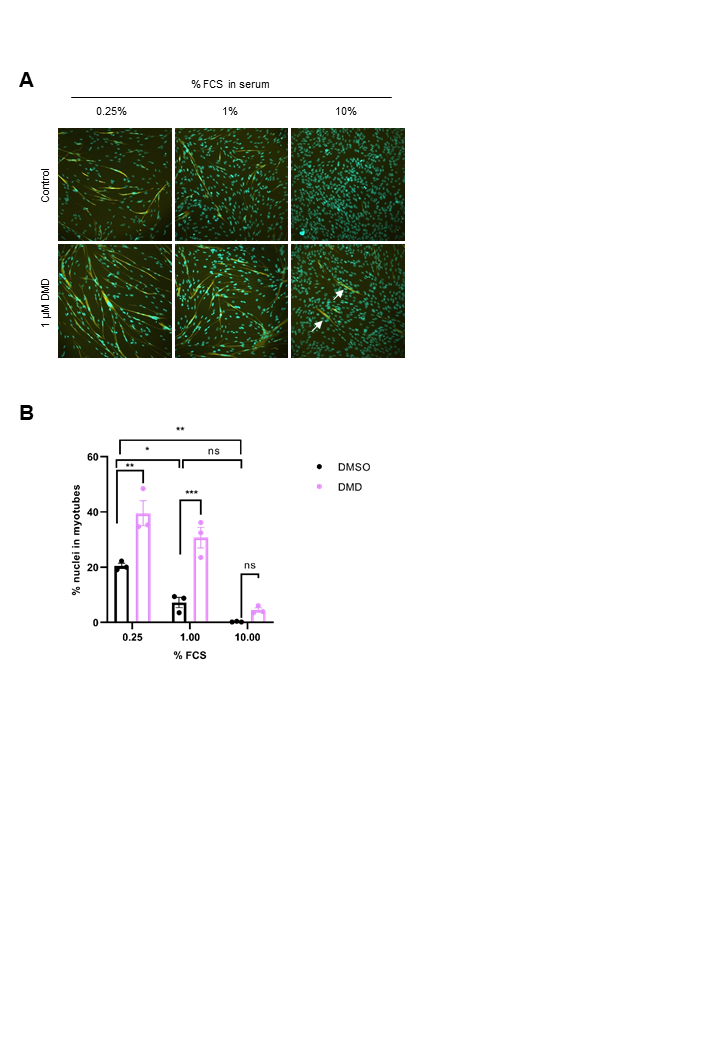
**

**Supplementary Figure 8. BMP inhibition promotes myogenesis.**

**(A, B)** A1 cells were seeded at high confluence and left to bed down before exposure to 1 μM dorsomorphin (DMD) or vehicle only (DMSO) in 0.25%, 1% or 10% FCS-supplemented media for 5 days. Cells were then fixed and immunostained with α-MyHC and counter-stained with Hoechst. Representative images shown in **(A)**, quantification of % nuclei in myotubes in **(B)**. White arrows indicate myotube formation in 10% serum upon DMD treatment. Two-way ANOVA and post-hoc Tukey tests were used for statistical analysis (*: p<0.05, **: p<0.01, ***: p<0.001, ns: not significant). Representative data shown from 2 independent experiments (n=3 technical replicates).

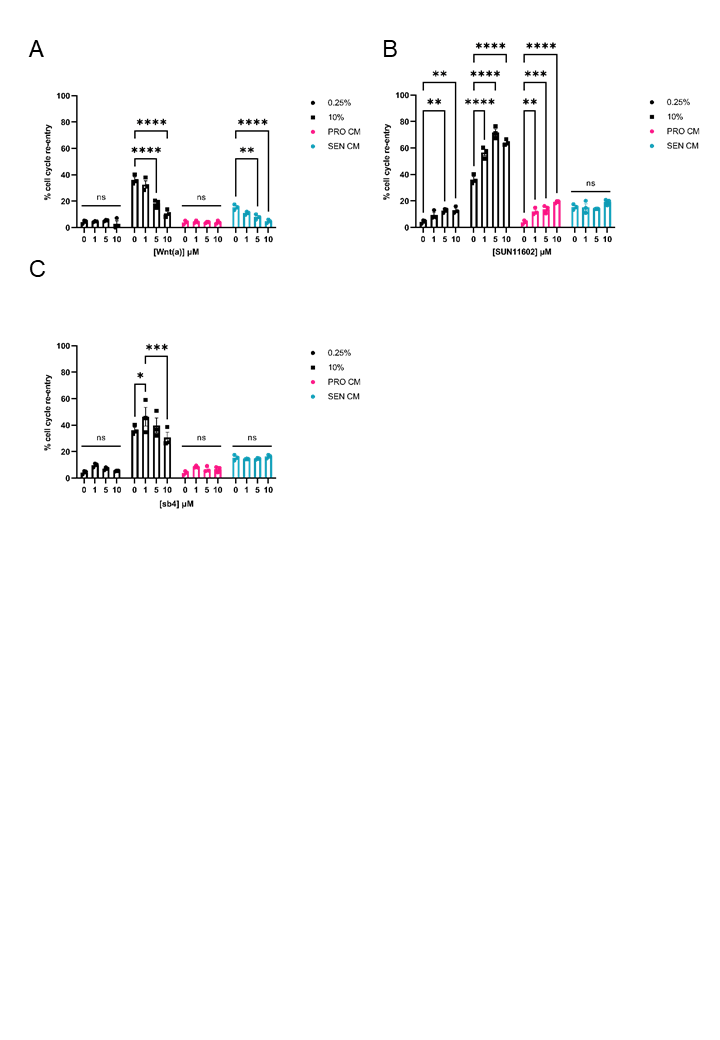

**Supplementary Figure 9. FGFR1 activation enhances cell cycle re-entry**

**(A-C)** Quantification of the proportion of myotubes undergoing cell cycle re-rentry for the indicated conditions, 72h post-treatment. Myotubes were generated and subsequently exposed to DMSO vehicle control or inhibitors in 10% **(A)** or 0.25% **(B)** FCS in the presence of proliferating/senescent conditioned media treatment. Inhibitors were used over a non-toxic dose range. Cell cycle re-entry was quantified as the proportion of myotube (MyHC^+^) nuclei showing EdU incorporation. Statistical analysis was performed using two way ANOVA and Tukey post-hoc multiple comparisons testing (*: p<0.05, **: p<0.01, ***: p<0.001, ****: p<0.0001, ns: not significant). Representative data from n>2 experiments shown.

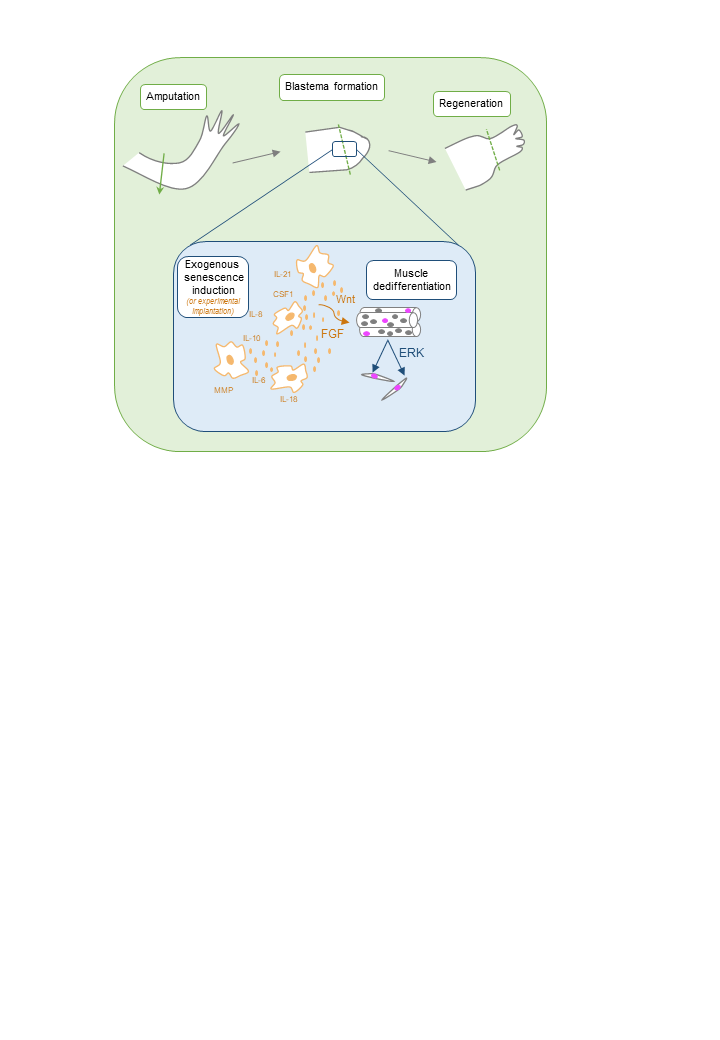

**Supplementary Figure 10. Proposed mechanism of promotion of dedifferentiation by senescent cells during newt limb regeneration.**

Schematic depiction of the proposed mechanism for how senescent cells enhance limb regeneration. Implantation of additional senescent cells (to expand the pool of senescent cells dynamically induced during regeneration) leads to enhanced muscle dedifferentiation, suggesting senescent cells promote dedifferentiation in a non-cell autonomous manner. Our *in vitro* data highlights the FGF-ERK signalling axis as a critical mediator which facilitates the generation of myogenic progenitors. Following many rounds of proliferation within the blastema, these progenitors subsequently redifferentiate (in a process possibly involving BMP inhibition), to accomplish muscle regeneration.

**Table S1. Inhibitors used in this study**

| **Inhibitor** | **Target** | **Dose used (μM)** |
| --- | --- | --- |
| ABT263 | BCL2 (senolytic) | 1 |
| Dasatinib | RTK (senolytic) | 0.01 |
| Dorsomorphin | BMP antagonist | 1 |
| U0126 | MEK1/2 (ERK) | 10 |
| PD173074 | FGFR1 | 1 |
| AZD4547 | FGFR1,2,3 | 5 |
| C59 | Wnt | 1 |
| AEBSF | Serine protease | 20 |
| GM6001 | Broad spectrum MMP | 2 |
| Wnt agonist | Wnt signalling | 1-10 |
| Sb4 | BMP4 mimetic | 1-10 |
| SUN11602 | FGFR1 agonist | 1-10 |
| Etoposide | Topoisomerase II | 20 |
| Nutlin-3a | p53/MDM2 | 1 |

**Table S2. Antibodies used in this study.**

| Target | Supplier and code | Application | Dilution |
| --- | --- | --- | --- |
| **Primary** |  |  |  |
| α -myosin heavy chain | Custom | Immunofluorescence | 1:1000 |
|  |  | Western blotting | 1:2000 |
| α-phospho-Rb | Cell signalling (9308) | Immunofluorescence | 1:200 |
|  |  | Western blotting | 1:500 |
| α-GFP | Abcam (ab6673) | Immunofluorescence | 1:1000 |
| **Secondary** |  |  |  |
| α-mouse 680/800  α -rabbit 680/800 | Licor | Western blotting | 1:2000 |
| Alexafluor α-mouse/rabbit 488/594/647 | Invitrogen | Immunofluorescence | 1:1000 |

**Other Supplementary Materials for this manuscript include the following:**

**Data S1. DGE analysis for all conditions described in Figure 3**

**Data S2. List of genes corresponding to the GO pathway enrichment analysis corresponding to Figure 3 and adjusted p-values.**

**Data S3. Expression counts, log2fold change and adjusted p-values for transcripts shown in RNAseq heatmaps in Figure 3 and Supplementary Figure 7.**

**Data S4. Statistical analysis corresponding to Figure 4.**

How the deposited data were processed for this re-analysis (not part of the article)

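Bulk RNA-seq of A1 newt cells was re-analysed from the deposited table of each of 18 libraries, 3 in each of 6 groups (PRO, SEN, MT_0.25%, MT_10%, MT_0.25%_PRO_CM and MT_0.25%_SEN_CM). Groups were taken from the sample labels and Figure 3a. The authors trimmed reads with TrimGalore, examined them with FastQC on useGalaxy.org and quantified each library alone with Sailfish, whose version is not given in the sources used here, against a de novo transcriptome. No genome build applies, so no positions are given. The deposited estimated counts are the numbers of reads that Sailfish assigned to each of 27395 entries, not whole numbers in 59.0% to 74.8% of entries and not normalized. The deposited TPM values are the authors' abundances from the same Sailfish run, scaled within each library for length and depth. The deposited length and effective length of each entry were used only to examine the units and a dependence on length.

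Estimated counts per library ran from 20609828 to 62991718 (median 43238896). By group the lowest and highest were 37725006 and 44402253 in PRO, 31537351 and 45257419 in SEN, 35247127 and 52015212 in MT_0.25%, 20609828 and 62991718 in MT_10%, 42280830 and 45114404 in MT_0.25%_PRO_CM, and 38469115 and 50016189 in MT_0.25%_SEN_CM. A rounded count above 0 was found for 27178 entries in some library and for 21144 in every library. No 2 libraries held identical values. The 500 entries with the most reads held means of 70.4% of the counts in PRO, 57.5% in SEN, 63.8% in MT_0.25%, 58.5% in MT_10%, 73.0% in MT_0.25%_PRO_CM and 70.6% in MT_0.25%_SEN_CM, and TMM factors ran from 0.617 to 1.51. For a transcript at 0 in a group, the floor is 3 counts over the group. With 1 to 3 counts, the ratio is given with an exact 95% interval.

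Counts were rounded and fitted in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with TMM scaling, filterByExpr by group and 1 mean for each of the 6 groups over all 18 libraries, which left 23107 transcripts. The 4 comparisons of Figure 3b, 2 comparisons with fresh medium that the paper does not report, and the difference between the serum effect and the senescent CM effect were contrasts of this fit, tested by quasi-likelihood with Benjamini-Hochberg adjustment at 0.05. The comparisons with fresh medium share the MT_0.25% libraries with each other and with the serum comparison. Standard errors are the log2 fold change over the square root of the F statistic. The 11 transcript lists of Data S3 (the heat maps of Figures 3 and S7) were tested in the 6 comparisons by limma's camera with its preset correlation of 0.01, which makes 66 set tests. The study picked these lists from the same samples. Similarity between libraries was the Pearson correlation of log2(CPM + 1), and groups of 3 libraries were compared by exact permutation, where no p below 0.1 is possible. Carry-over of mononucleate cells was estimated with PRO cells as their stand-in, on transcripts at least 50-fold higher in PRO than in MT_0.25%, outside Figure 3e. The rule allowed up to 50 such markers, and only 15 transcripts met it.

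Single transcripts were named by a rule, written when the paper's values in Data S1 and S3 had been seen. It took (a) the transcripts named in the text and listed in Data S3, with all myosins, (b) the FGF ligands and receptors and the called transcripts of the other panels of Figure S7, (c) members of a list that went against the paper's statement on it, (d) in each of the 4 comparisons the 2 largest rises and the 2 largest falls among called transcripts with replicates that do not overlap and at least 50 mean counts in the higher group, and (e) the 5 carry-over markers with the highest CPM in PRO. Spc24, Prim2 and Ndc80 fall outside it and were named after their values were seen. Data S1 and S3 pair entries with the closest protein hit in another species, and entries for alike genes were not merged.

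The alternatives were RLE scaling, DESeq2 1.42.0, no expression filter, only the 2 groups compared, the replicate number as a block, limma on log2(TPM + 1) and log2(TPM + 0.1), and leaving out each library in turn. For lists they were fry and an estimated correlation, for similarity other measures and transformations, and for markers thresholds of 20-fold and 100-fold, the top 20 and median-ratio scaling. These choices, the comparisons and the rule for names were set before the data were examined. Euclidean distance on variance-stabilized values, and limma on TPM for the 5 transcripts with a called difference between the serum and senescent CM effects, were added afterwards. The methods were tested on simulated data, in which the groups compared shared the same means except for 200 changed transcripts, as many raised as lowered. Counts were drawn with library sizes and dispersions estimated by edgeR, which may favour it. Far fewer transcripts changed than in the data, so the shares below neither rank the methods nor test the scaling. EdgeR recovered 74.5%, 73.0% and 73.0% of them in the PRO against SEN, MT_0.25% against MT_10% and conditioned media designs, and 99.0%, 97.0% and 96.0% of those changed 4-fold, with 6.88%, 5.19% and 3.31% of the calls false. DESeq2 recovered 84.0%, 79.5% and 82.0%, with 14.3%, 9.14% and 14.1% of the calls false, and limma on log2(TPM + 1) 56.5%, 68.5% and 60.0%, with 11.7%, 12.2% and 3.23% false. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. GO terms were not analysed here, and neither were the microscopy and western blot experiments.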

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

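Limma on TPM for the 5 transcripts with a called difference between the serum and senescent CM effects was the only test of this part chosen after the result was seen.

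In comparisons that the paper does not report, 5663 transcripts changed between fresh medium and PRO CM (2764 higher in MT_0.25%_PRO_CM, 2899 lower) and 8720 between fresh medium and SEN CM (4291 higher in MT_0.25%_SEN_CM, 4429 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both exceed the 1927 that differ between the conditioned media. They drew attention as signal in a comparison left unreported. The 3 libraries of each group did not overlap for 8621 transcripts (37.3%) with PRO CM and 12679 (54.9%) with SEN CM, where chance gives 10%. Both comparisons use the same MT_0.25% libraries. With PRO CM the number was 3255 without MT_0.25% 2, 3511 without MT_0.25% 3, 3417 without MT_0.25%_PRO_CM 1 and 3159 without MT_0.25%_PRO_CM 3. With SEN CM it was 4678 without MT_0.25% 3 and 5232 without MT_0.25%_SEN_CM 1. With limma on log2(TPM + 1) only 15.2% and 6.57% of the changed transcripts were higher in conditioned medium, against 48.8% and 49.2%, with median shifts of -0.37 and -0.62 log2.

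Technical explanations were weighed for these numbers. A few transcripts taking most of the counts might distort the scaling, since comp342009_c0_seq1 alone held 12.0% to 24.9% of the reads in MT_0.25%_PRO_CM and 8.49% to 9.16% in MT_0.25%. Leaving the 50 highest transcripts out before scaling gave 5620 with PRO CM and 8694 with SEN CM, which argues against it as the cause. Taking out the trend with transcript length gave 5906 and 8637, which argues against a length bias as the whole cause. Of the 10 ways to part the 6 libraries into 3 and 3, 1 gave as many changed transcripts in each comparison, the real one (the highest other numbers were 391 and 0), so chance cannot be excluded by this test alone with so few libraries. A difference between culture or library batches was not tested, as the labels give none. The difference between effective and given length ran from -288.0 to -275.4 in MT_0.25%. It ran from -254.4 to -226.3 in MT_0.25%_PRO_CM and from -267.0 to -249.5 in MT_0.25%_SEN_CM, without overlap with MT_0.25%. A difference in library preparation thus remains open as a technical explanation. The conditioning of the medium for 48 h, by either cell type, remains open as a biological explanation. No unconditioned medium incubated for 48 h is among the samples, so an effect of secreted factors and one of used-up medium cannot be separated.

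The serum effect and the senescent CM effect differed for 974 transcripts, 559 of them with the larger value under serum. Among Figures 3d and 3e the difference was called for Myf5 (1.65), MyHC (-2.06), Spc24 (1.23), Prim2 (1.40) and Ndc80 (1.95). They drew attention because the effect differs between groups. Other arrangements of the libraries within the serum groups and within the conditioned media groups gave as many of the listed transcripts in 8 of 100 drawn splits, the real one included. The other 7 all kept the serum groups, and with them the serum effect, and mixed the conditioned media groups, and none of the 85 splits that kept neither gave any, so the count does not decide whether chance is excluded. The number over all transcripts was 528 without MT_0.25% 1, 607 without MT_10% 1, 593 without MT_10% 2, 586 without MT_10% 3, 603 without MT_0.25%_PRO_CM 1, 470 without MT_0.25%_SEN_CM 1 and 468 without MT_0.25%_SEN_CM 2. By limma on log2(TPM + 1), the differences were 1.83 for Myf5, -1.62 for MyHC, 1.39 for Spc24, 1.62 for Prim2, which was no longer called, and 2.29 for Ndc80. On log2(TPM + 0.1) neither Prim2 nor Ndc80 was called. MyHC is one of several alike myosins, so reads shared between copies remain open for it and were not tested. A stronger response to 10% serum than to conditioned medium at 0.25% remains open as a biological explanation.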

How the results depend on the processing

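Euclidean distance for similarity was the only alternative here chosen after the values were seen. Of 191 values of 95 named transcripts, 130 were called, and 93 of these kept their direction and call under every alternative. Of the values it could fit, DESeq2 left 184 unchanged, weakened 2 and strengthened 3. The numbers unchanged, weakened and strengthened were 188, 2 and 1 with RLE scaling, 185, 5 and 1 without the filter, 170, 6 and 9 with only the 2 groups, 148, 17 and 18 by limma on log2(TPM + 1), and 152, 17 and 15 on log2(TPM + 0.1). Leaving out single libraries weakened 91 and strengthened 6 of 1146 refits.

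Limma on TPM, which has no scaling between libraries beyond TPM itself, was the only alternative that reversed the direction of a named value called in either fit (values near 0 that neither called also changed sign elsewhere). On log2(TPM + 1) and log2(TPM + 0.1), Myf5 became 0.0350 and 0.0352 from PRO to MT_0.25% and -0.77 and -0.77 from fresh medium to SEN CM, Hmgb2 0.20 and 0.23, Fgf8 0.99 and 1.12, Fgf13 0.45 and 1.23, Wnt4 0.0849 and 0.21 (all from PRO to SEN), and Mapk8ipl -0.24 and -0.30 in MT_10%. On log2(TPM + 1), Myo7a became -0.54 from fresh medium to PRO CM. It also gave 14697 changed transcripts between fresh medium and SEN CM (14436 on log2(TPM + 0.1)), and 2891 with log2 fold change over 1 in MT_10% and 884 between the conditioned media. The cause was not tested.

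With the correlation between transcripts estimated, camera p rose to 0.108 for Figure 3d in MT_10%, 0.0632 for Figure 3d between the conditioned media, 0.240 for Figure 3e from fresh medium to PRO CM, 0.199 for Figure 3e from fresh medium to SEN CM, 0.0633 for the FGF ligands and 0.245 for the BMP pathway in MT_10%, all of which were under 0.05 at the preset correlation. Under fry, which asks whether the transcripts change at all and not whether they change more than others, p fell to 2.25e-07 for the Wnt ligands, 0.00165 for the proteases, 9.49e-05 for the Wnt pathway in MT_10% and 1.61e-05 for the list of Figure 3f. The other calls of lists in the text held under both.

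The gap between replicates and groups was -0.00833 over the 1000 most variable transcripts. The correlation of the serum and senescent CM effects was 0.902 over transcripts called in both and 0.437 without the filter. The marker medians at 20-fold were 3.62% in MT_0.25%, 2.94% in MT_0.25%_PRO_CM and 5.24% in MT_0.25%_SEN_CM, and 1.59% in MT_0.25%_SEN_CM at 100-fold. The order of similarity to MT_10% held under all measures.

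With single libraries left out, changed transcripts ran from 619 to 1818 between the conditioned media, 3159 to 6755 with PRO CM and 4678 to 8788 with SEN CM against fresh medium. Camera p ran from 0.0173 to 0.0700 for Figure 3d in MT_10%, 0.0273 to 0.0583 for the FGF ligands, and 0.0145 to 0.0565 and 0.0256 to 0.194 for the BMP pathway in MT_10% and between the conditioned media. The differences between serum and senescent CM effects ran from 3 to 10 transcripts of Figures 3d and 3e and from 468 to 1177 in all, and the correlation of the effects from 0.462 to 0.597. The cause was not tested.

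Replicate numbers do not pair the libraries. Deviations from the group means correlated at -0.388 to 0.329 in the 45 pairs of libraries with the same number (median -0.0190, 10 over 0.1) and at -0.456 to 0.485 in the 90 pairs with different numbers (15 over 0.1). With the number as a block, changed transcripts were 11600, 16012, 9048 and 1697 in the comparisons of Figure 3b and 5491 and 8492 against fresh medium, and 5 listed and 871 of all transcripts differed between the serum and senescent CM effects. The block changed no call of a list, and 4 calls of named transcripts.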

Differences from the paper's values

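Figure 3b gives about 1100 transcripts as higher in MT_0.25%_SEN_CM than in MT_0.25%_PRO_CM (Fig. 3b, read by eye), and edgeR's quasi-likelihood test gave 694. Of the alternatives set beforehand, DESeq2 reaches the paper's value, with 1109, which matches the number printed in the figure. The value still differs with RLE scaling, without the expression filter, with only the 2 groups, with the replicate number as a block, by limma on log2(TPM + 1) and log2(TPM + 0.1), and with any one library left out. Counts were taken to differ where one was more than 1.5 times the other. For the other 7 numbers of Fig. 3b the edgeR counts are within that ratio, though not equal. The DESeq2 counts match the printed ones in all of them, at 5533 higher and 5958 lower in SEN, 8571 and 7783 in MT_0.25%, 4669 and 4773 in MT_10%, and 1412 lower in MT_0.25%_SEN_CM.

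A log2 fold change was taken to differ where the signs were opposite or the gap exceeded the SE of the fit here. Of 124 compared with Data S3, 1 differs by this measure. For MHC-1 (comp150648_c0_seq1) between PRO and MT_0.25% the paper's value is 4.74 and the fitted value here is 6.04 (SE 1.26). As PRO had 0 reads, the counts set only a floor, of at least 5.49-fold, which the paper's value does not contradict. DESeq2 gave 4.74. The value does not differ either without PRO 1, PRO 2, PRO 3, MT_0.25% 1 or MT_0.25% 2, and it does with RLE scaling, without the filter, with the replicate block, by limma on log2(TPM + 1) and log2(TPM + 0.1), and without MT_0.25% 3. No value has the opposite sign.

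The paper calls 91 of these values, and 88 of them were called here. Myo18b in MT_10% has an adjusted p of 0.0444 in the paper and 0.0696 by edgeR here, and it is called by DESeq2, by edgeR on the 2 groups alone and by limma on log2(TPM + 1). Mcm7 between the conditioned media has 0.0212 in the paper and 0.0509 by edgeR here, and it is called by DESeq2, RLE scaling, the fit without the filter and the fit of the 2 groups alone. Fgfr1 between the conditioned media has 0.0330 in the paper and 0.0831 by edgeR here, and it is called by DESeq2 and without MT_0.25%_PRO_CM 2. In the other direction, Wnt1 (paper 0.0887, edgeR 0.0139) and Bmp5 (paper 0.0850, edgeR 0.0275) between PRO and SEN were called here and not by the paper. The Wnt1 call is absent by DESeq2, by limma and without PRO 3, and the Bmp5 call by DESeq2, by the fit of the 2 groups alone and without PRO 1, PRO 2 or SEN 3.

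The paper states that myotubes in SEN CM were more similar to MT_10% than those in fresh 0.25% medium or PRO CM. The second part holds here (a difference in mean correlation of 0.0243) and the first does not (-0.0167), for each measure tried, including Euclidean distance on variance-stabilized values, which was chosen after the data were seen. Whether the difference in effective length between libraries of fresh and conditioned medium bears on the first part was not tested. The paper also states that serum and, to a lesser extent, SEN CM reduced the readouts of muscle identity, which are myogenin, myosins and muscle creatine kinase. Of the 17 tested transcripts of Figure 3d, 12 were lower in MT_10% and 10 in MT_0.25%_SEN_CM. Against the statement, Myog (0.15), Ckma (0.93), Myh2 (0.14) and Myo10 (0.06) were not lower in MT_10%, and Myog (0.03), Myh3.1 (0.03), Myo10 (0.03), Smyhc1.2 (0.10), Myh3.3 (0.13) and MyHC (0.50) were not lower in MT_0.25%_SEN_CM than in MT_0.25%_PRO_CM. Of the myosins in that comparison, 9 were lower and 5 higher, against 13 and 1 by limma on log2(TPM + 1) and on log2(TPM + 0.1), and 11 and 2 in the fit of the 2 groups alone. In MT_10% all 14 were lower by limma, and 12 of 13 in the fit of the 2 groups alone. Against fresh medium, by contrast, 15 of the 17 were lower in MT_0.25%_SEN_CM, 9 of them called, among them Myh3.1 (-1.87), Myh3.3 (-1.49), Smyhc1.2 (-2.18) and Myo10 (-1.17), and the set gave camera p = 0.00120 (0.0113 adjusted over the set tests, 0.0186 with the correlation estimated). The same 4 were called lower in MT_0.25%_PRO_CM (-1.90, -1.62, -2.28 and -1.20). The Smyhc1.2 calls were lost without MT_0.25% 3, MT_0.25%_SEN_CM 1 or MT_0.25%_SEN_CM 3 in the first comparison, and without any library but MT_0.25%_PRO_CM 2 in the second.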

Other observations

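The test of whether PRO CM lowers the proliferation transcripts below their level in fresh medium was chosen after the result was seen.

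For each of the 4 comparisons of Figure 3b, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many changed transcripts, the real one, so chance cannot be excluded by this test alone in PRO against SEN, PRO against MT_0.25%, MT_0.25% against MT_10% or MT_0.25%_PRO_CM against MT_0.25%_SEN_CM. The highest number in another split was 3, 0, 0 and 1, respectively. MT_10% 1 had the fewest reads (20609828) and a difference of -177.8 between effective and given length, against -288.3 and -295.1 in MT_10% 2 and 3. Lower depth and shorter fragments of this library could have produced changes in MT_10%, but without it 7747 transcripts changed, against 9237, which argues against that as the cause.

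Mononucleate cells carried over into the myotubes might raise the proliferation transcripts of Figure 3e. In MT_10% the markers of PRO cells stood at a median of 11.1% of their PRO level and the Figure 3e transcripts at 63.6%. That marker median is the value of a weakly expressed transcript, comp4275094_c0_seq1, at 0.119 ± 0.130 CPM in MT_10% (SD, n = 3). Markers with at least 108.3 CPM in PRO stood at 1.84 to 19.1%, also below 63.6%. These values argue against carried-over PRO cells as the whole cause. Ckma also rose and Myog did not fall in MT_10%, which a larger share of mononucleate cells would not bring about. A contribution of carried-over cells therefore remains open, and a return of the markers in the myotubes themselves was not tested. From MT_0.25%_PRO_CM to MT_0.25%_SEN_CM the markers rose by 0.934% of the PRO level and the Figure 3e transcripts by 12.3%. These cannot be told apart from carry-over by this test, because mononucleate cells kept in low serum with conditioned medium were not sequenced and their marker levels are unknown.

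Against fresh medium, 14 of the 17 proliferation transcripts of Figure 3e were lower in MT_0.25%_PRO_CM, 11 of them called, with a median of -0.84, and 3 were higher, with Fen1 called. In MT_0.25%_SEN_CM 12 were higher, 8 of them called, with a median of 0.53 (by limma on log2(TPM + 1), 12 of the 17 were lower, with a median of -0.29). Cdk1a was lower by 0.84 log2 in MT_0.25%_PRO_CM (adjusted p 0.0459 by edgeR's quasi-likelihood test), a call lost without MT_0.25% 2 (0.348), MT_0.25%_PRO_CM 1 (0.148) or MT_0.25%_PRO_CM 3 (0.185), with RLE scaling and by the fit of the 2 groups alone. It was higher by 1.50 in MT_0.25%_SEN_CM (8.98e-04 by the same test), with any library left out but not by limma. A hypothesis is that PRO CM lowers these transcripts, which may account for part of the difference between the conditioned media. As a set they gave camera p = 0.00201 in MT_0.25%_PRO_CM and 0.240 with the correlation estimated, and they were higher, not unchanged, in MT_0.25%_SEN_CM by camera (6.49e-04; 0.199 with the correlation estimated), so the test does not decide. Both comparisons share the MT_0.25% libraries.

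Of the muscle transcripts of Figure 3d, 11 of the 17 were lower in MT_0.25%_PRO_CM than in fresh medium, 5 of them called, and 15 were lower in MT_0.25%_SEN_CM, 9 of them called. MyHC was called higher in MT_0.25%_SEN_CM (0.97, SE 0.29, adjusted p = 0.0137 by edgeR's quasi-likelihood test), a call lost without MT_0.25% 3 (0.0816), MT_0.25%_SEN_CM 1 (0.0552) or MT_0.25%_SEN_CM 2 (0.0561) and by limma. Myf5 was not called in either (-0.17 and 0.04; limma on log2(TPM + 1) gave -0.77 in the second). No explanation was tested for these values.

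The transcript identifiers printed in Data S1 do not go with their values. Of the entries copied here, 1993 of 11485 between PRO and SEN and 1985 of 16351 between PRO and MT_0.25%, 1981 and 1798 match a single transcript by value, and 0 of either carry its identifier. The 351 identifiers printed in both sheets match the same transcript in each. Of 45 entries shared with Data S3, all carry the same protein hit as in Data S3 and 0 the same identifier, so names here were taken from Data S3 where it lists the transcript. All 496 log2 fold changes of Data S3 were reached by DESeq2 with a largest difference of 8e-05.

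In the deposited tables, 25.0% of the entries have 1 length in all libraries. A length could be implied only for entries with at least 5 estimated reads in a library, which were 20105 with lengths that vary between libraries and 5595 with 1 length. For the first the length implied by the estimated counts and TPM has a median of 2.52 times the given length and is over 1.5 times it in 80.0%, compared with 1.93% of the second. The changes by limma on TPM rest on these values. No explanation was tested.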
